# Deregulated protein homeostasis constrains fetal hematopoietic stem cell pool expansion in Fanconi anemia

**DOI:** 10.1038/s41467-024-46159-1

**Published:** 2024-02-29

**Authors:** Narasaiah Kovuru, Makiko Mochizuki-Kashio, Theresa Menna, Greer Jeffrey, Yuning Hong, Young me Yoon, Zhe Zhang, Peter Kurre

**Keywords:** Haematopoiesis, Haematopoietic stem cells, Developmental biology, Haematological diseases

## Abstract

Demand-adjusted and cell type specific rates of protein synthesis represent an important safeguard for fate and function of long-term hematopoietic stem cells. Here, we identify increased protein synthesis rates in the fetal hematopoietic stem cell pool at the onset of hematopoietic failure in Fanconi Anemia, a prototypical DNA repair disorder that manifests with bone marrow failure. Mechanistically, the accumulation of misfolded proteins in Fancd2^−/−^ fetal liver hematopoietic stem cells converges on endoplasmic reticulum stress, which in turn constrains midgestational expansion. Restoration of protein folding by the chemical chaperone tauroursodeoxycholic acid, a hydrophilic bile salt, prevents accumulation of unfolded proteins and rescues Fancd2^−/−^ fetal liver long-term hematopoietic stem cell numbers. We find that proteostasis deregulation itself is driven by excess sterile inflammatory activity in hematopoietic and stromal cells within the fetal liver, and dampened Type I interferon signaling similarly restores fetal Fancd2^−/−^ long-term hematopoietic stem cells to wild type-equivalent numbers. Our study reveals the origin and pathophysiological trigger that gives rise to Fanconi anemia hematopoietic stem cell pool deficits. More broadly, we show that fetal protein homeostasis serves as a physiological rheostat for hematopoietic stem cell fate and function.

## Abstract (web summary)

In this manuscript, the authors show deregulated protein synthesis as a novel, noncanonical defect in Fanconi Anemia. The observed deficits reflect the impact of proteostasis during fetal hematopoietic stem cell expansion and define the origins of hematopoietic failure in this disorder.

## Introduction

Hematopoietic stem cells (HSCs) are capable of self-renewal, differentiation, and the lifelong production of all blood and immune cells. In order to generate adequate numbers of these multipotent cells during development, HSCs successively colonize different microenvironments^1^. At mid-gestation, the fetal liver (FL) provides critical cues for the rapid expansion of definitive long-term (LT-) HSCs with sufficient regenerative capacity to sustain lifelong organ function. Tonic sterile inflammation is a crucial component for the initial emergence and expansion of the HSC pool during fetal gestation. Type I and -II interferon, as well as transforming growth factor beta (TGF-β) signaling all contribute to pre- and perinatal HSC fate and function^2–4^. To minimize the potential mutational burden in a rapidly proliferating HSC pool, stem and progenitor cells rely on intact DNA repair pathways and cell cycle checkpoints^5,6^. More recent work indicates that a narrowly controlled rate of protein synthesis is another highly conserved feature of somatic stem cells, including LT-HSCs^7^.

Fanconi anemia (FA) is a multisystem disorder, caused by mutations in one of 23 FA genes that cooperate in a canonical DNA repair pathway, confer cancer predisposition, and cause bone marrow failure (BMF)^8,9^. The mechanisms that lead to early childhood BMF in FA involve progression through DNA damage-induced cell cycle arrest in HSCs. In mice, this sequence is experimentally replicated by alkylating agent- or aldehyde exposure, but a lack of murine models that phenocopy the prototypical spontaneous BMF phenotype seen in patients has so far precluded a more mechanistic understanding of the pathophysiology underlying FA-mediated BMF^8,10^. Clinically, rapid postnatal BMF in FA is accelerated by prenatal depletion of the HSC pool, an observation that is extensively documented in very young FA patients as well as fetal tissues and observed in several mouse models^8,11–15^. Prior work by our group and others showed that the prenatal HSPC deficits can be studied in FA mice during unperturbed gestation^12,14,15^.

Using this validated model system, we show that the absence of Fancd2 leads to an accumulation of unfolded proteins and an ER stress response that constrains fetal HSC pool formation. We show that these events are triggered by exaggerated sensitivity to fetal sterile inflammation. LT-HSC numbers can be pharmacologically and genetically rescued by restoring protein folding or disrupting inflammation, respectively.

## Results

### A developmental window of vulnerability governs fetal Fancd2^−/−^ HSC defects

A uniquely proliferative fetal HSC phenotype supports the developmental emergence of a finite number of cells that safeguard lifelong blood and immune system function^1,16^. The prenatal depletion in FA precipitates a rapid progression to overt BMF in young children, and occurs spontaneously in several murine models of FA^8,14,15^. To identify the origin of developmental deficits in FA, we first performed detailed immunophenotypic profiling of HSC and progenitor subsets, as previously defined by others^17^ and shown in Fig. S1A, in wild-type (WT) and Fancd2^−/−^ mice across ontogeny. Results in FL (E12.5, E13.5, E14.5, and E18.5), fetal BM at E18.5, postnatal BM at P21, and in adult BM at 10- and 30-weeks reveal near equivalent LT-HSC (Lin^−^/Sca-1^+^/c-kit^+^/CD150^+^/CD48^−^) number and frequency at E12.5, with significant differences between genotypes first emerging during the HSC expansion from E12.5 to E14.5 (Fig. 1A, B). The data are consistent with studies in Fanca^−/−^ mice where differences in BM LT-HSC frequency become non-significant once HSCs assume the more quiescent adult phenotype^18^. Analysis of myeloid-committed multipotent progenitors (MPP) 2 (Lin^-^/Sca-1^+^/c-kit^+^/CD150^+^/CD48^+^) (Fig. 1C) and the lymphoid progenitor enriched MPP3/4 population (Lin^−^/Sca-1^+^/c-kit^+^/CD150^-^/CD48^−^) (Fig. 1D) indicate that the emerging Fancd2^−/−^ deficits involve a general decrease in progenitors, whereas the BM MPP2 fraction expands, itself a known proliferative stress response^19^. We reasoned that, if the unprovoked experimental proliferative stress during HSPC expansion in the E13.5 and E14.5 fetal liver contributed to the observed phenotype, then proliferative stress caused by adoptive transfer should reveal similar functional deficits in E12.5 Fancd2^−/−^ HSPCs. Indeed, serial transplantation of E12.5 Fancd2^−/−^ FL cells confirmed compromised repopulation of myeloablated hosts, (Fig. S1B). Together, these results reveal that hematopoietic deficit in Fancd2^−/−^ mice originate during developmental HSC pool expansion.

**Fig. 1:**
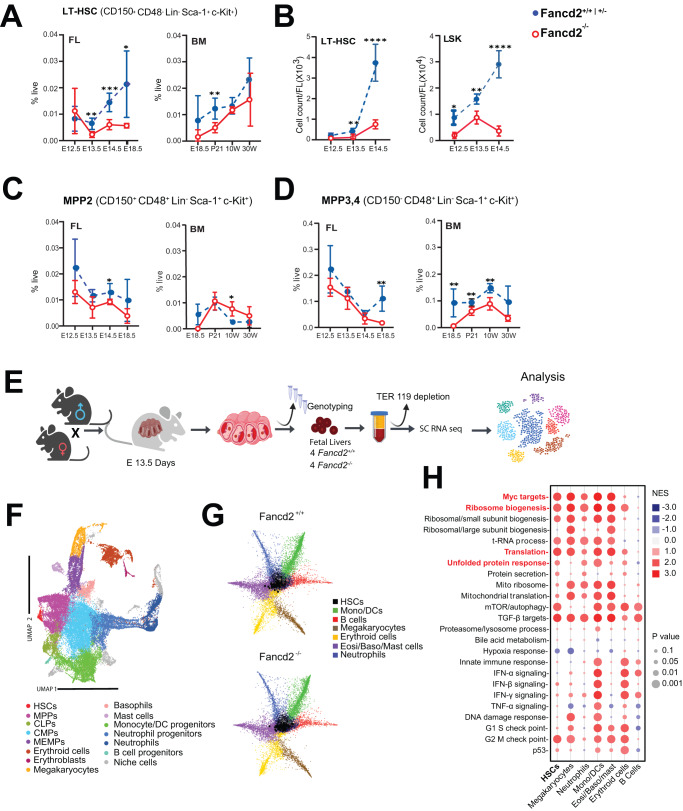
Deficits in expansion and prolonged S-phase transition in Fancd2^−/−^ FL HSC. **A** Immunophenotyping was performed to determine the frequency of LT-HSC: CD150^+^ CD48^-^ Lin^-^ Sca-1^+^ c-Kit^+^ (LSK), in WT and Fancd2^−/−^ littermates across indicated time points in ontogeny. **B** Absolute numbers of LT-HSC (left panel) and LSK (right panel) in E12.5-13.5-14.5 of WT (^+/+^) compared with Fancd2^−/−^ FL. **C** Frequency of MPP2 (CD150^+^ CD48^+^ Lin^-^ Sca-1^+^ c-Kit^+^). **D** Frequency of MPP3,4 (CD150^-^ CD48^-^ Lin^-^ Sca-1^+^ c-Kit^+^). (E12.5: WT *n* = 4/3, Fancd2^−/−^ *n* = 7/3; E13.5: WT *n* = 9/4, Fancd2^−/−^ *n* = 5/4; E14.5: WT *n* = 9/4, Fancd2^−/−^ *n* = 6/4; E18.5: WT *n* = 7/3, Fancd2^−/−^ *n* = 3/3; P21 WT *n* = 5/3, Fancd2^−/−^ *n* = 6/3, 10 Weeks (10 W): WT *n* = 4/3, Fancd2^−/−^ *n* = 4/3; 30 W: WT *n* = 6/3, Fancd2^−/−^ *n* = 5/3. Data in (**A**–**D**) are represented ±SEM. Welch’s *t*-test was used for statistical analysis (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). The statistical analyses in (**A**–**D**) are two sided and were performed with GraphPad Prism7.0 software. **E** Schematic diagram of the procedures for fetal liver (WT and Fancd2^−/−^) capture, processing, single cell-RNA seq profiling, and analysis. Schematic figure was created with BioRender.com released under a Creative Commons Attribution-Noncommercial-NoDerivs 4.0 International license. **F** UMAP visualization of the fetal liver cell composition. Schematic (**G**) Lineage trajectory analysis of HSPCs with progression of immature HSPCs at the center toward fully differentiated cells (neutrophils, megakaryocytes, erythrocyte progenitors, eosinophil/basophil/mast cells, monocytes/dendritic cells and B-cells) at the end of each projection. Left hand panel: WT, right hand panel: Fancd2^−/−^. **H** Dot plot representation of the normalized enrichment score- (NES) and *P*-values of Gene Set Enrichment Analysis (GSEA) in Fancd2^−/−^ versus WT HSPCs, NES and *P* values of **H**. GSEA analysis contains statistical outputs from the GSEA software. Source data are provided as a Source Data file.

### An altered FA fetal liver transcriptome at single cell level

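Single-cell libraries were prepared from the fetal livers (FL) of 8 embryos at embryonic day 13.5, 4 of them WT and 4 lacking Fancd2, a protein of the Fanconi anemia DNA repair pathway. Embryos are named here by the number of the pregnancy and of the littermate, so that Fancd2-/- 1.1 came from pregnancy 1 and WT 2.1 from pregnancy 2. Livers were digested with collagenase I, red cells were lysed, and live Ter119-negative cells were sorted and captured in droplets, where the transcripts of each cell receive a cell barcode and a unique molecular identifier (UMI). The paper gives 10 min of digestion and 1 min of lysis, the labels of the samples 15 min and 30 seconds. According to the submitters' processing notes, the authors counted UMIs per gene and barcode with Cell Ranger 3.1.0 on the mouse genome mm10. The deposited lists hold 10515 to 24857 barcodes per WT library (median 14524.5) and 9831 to 17201 per Fancd2-/- library (median 14397.5). Gene counts were analysed here for WT 2.1 and Fancd2-/- 1.1, and those of the other 6 libraries were not analysed here. WT 2.1 held 201873499 UMIs over 10515 barcodes (median 19756 per barcode) and Fancd2-/- 1.1 held 207393144 UMIs over 9831 barcodes (median 21524). Fancd2, on chromosome 6 of mm10 from 113531682 to 113597017, had 1563 UMIs in WT 2.1 (7.74 CPM, counts scaled to a common library total) and 0 in Fancd2-/- 1.1, with an upper bound of 0.0178 CPM. The labels of the samples call WT 2.1 male and Fancd2-/- 1.1 female, while the design text of the series gives the opposite sexes. Xist, the transcript of X inactivation, had 12 UMIs in WT 2.1 and 87176 in Fancd2-/- 1.1, and the Y-linked gene Ddx3y had 5588 and 0, as the sample labels give the sexes. UMIs were summed per library and cell class and expressed as CPM of that sum, and log2 ratios are those of CPM + 1 in Fancd2-/- 1.1 over WT 2.1. With 1 library per genotype there are no replicates and no test of genotype, and genotype cannot be separated from pregnancy or sex. All intervals are 95% intervals (Poisson for sums of counts, Clopper-Pearson for shares, Poisson resampling for medians over gene lists) and cover counting error only.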

To better understand the mechanism that constrains HSPC expansion in the FA fetal liver, we performed single-cell RNA Sequencing of WT and Fancd2^−/−^ FL cells. 

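Erythroid cells still formed the largest part of both libraries after the depletion. Ter119 marks erythroid cells from the erythroblast stage on, and cells with the features of earlier erythroid progenitors (with Klf1, the erythroid transcription factor, or Car1, a carbonic anhydrase, among the leading genes of most of their clusters) made up 47.0% (3780 cells, 95% interval 45.9% to 48.1%) in Fancd2-/- 1.1 and 49.8% (4694 cells, 48.8% to 50.8%) in WT 2.1. Hemoglobin-rich erythroblast-like cells were few, at 1.92% (154 cells, 95% interval 1.63% to 2.24%) in Fancd2-/- 1.1 and 2.95% (278 cells, 2.62% to 3.31%) in WT 2.1. In these erythroblast-like cells globin transcripts took 52.8% of the UMIs in Fancd2-/- 1.1 and 65.4% in WT 2.1. Over all cells passing the filter, globin transcripts took 0.227% of the UMIs in Fancd2-/- 1.1 and 0.438% in WT 2.1.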

For adequate representation of smaller HSPC populations, we selectively depleted Ter119 expressing erythroid cells (Fig. 1E). 

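Clustering separated stem and progenitor cells, cells with markers of the erythroid, megakaryocyte, myeloid, mast cell and lymphoid lineages and 1 group of non-hematopoietic cells. The cells passing the filter fell into 26 clusters, of which 23 could be named by markers fixed before the data were examined, giving 10 classes. The HSC/MPP-like class joined 2 clusters with Hlf and Hoxa9, transcription factors of stem cells, among their 10 leading genes. Cluster 9, which also had Cd27 and Cd34 there, held 334 cells in Fancd2-/- 1.1 and 483 in WT 2.1, and cluster 12, with Angpt1, held 343 and 335. Myeloid and neutrophil progenitor-like clusters carried Mpo and Ctsg, genes of neutrophil granules, and 1 of the 2 also Elane. Megakaryocyte-like clusters carried Pf4 or Itga2b, and basophil, eosinophil and mast cell-like cells Cpa3, Ms4a2 and Prg2. A single lymphoid-like cluster carried Il7r, Ebf1 and Cd79a, and a single hepatoblast/hepatocyte-like cluster Afp, Alb and Ttr. Among the 3 unnamed clusters, 1 was led by a ribosomal RNA gene model at a median of 757 UMIs per cell, and most cells of the other two were called doublets. Together the unnamed clusters held 9.94% in Fancd2-/- 1.1 and 9.11% in WT 2.1. The 2 libraries were integrated on 2000 variable genes and 30 principal components and clustered at a resolution of 1. Without integration each of the 8 erythroid progenitor-like clusters held cells of 1 library and at most 5 of the other, whereas HSC/MPP-like cells formed a single cluster of both (773 and 937 cells).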

Using Seurat and visualized in UMAP representation, we identify 15 distinct cell clusters (Fig. 1F), based on validated marker gene representation (Fig. S2A), including hematopoietic stem cells (HSCs), multipotent progenitor cells (MPPs), common lymphoid progenitors (CLPs), common myeloid progenitors (CMPs), megakaryocyte and erythroid progenitors (MEMPs), erythroblasts, megakaryocytes, basophils, mast cells, monocyte/DC progenitors, neutrophil progenitors, neutrophils and B-cell progenitors, as well as the small fraction of non-hematopoietic (niche) cell populations (Fig. S2B, C). Notably, none of these clusters is unique to WT or Fancd2^−/−^ genotype, indicating that FL tissue composition itself is not impacted by the loss of Fancd2. Likewise, lineage differentiation analysis (Stemnet classification) based on normalized lineage-specific gene expression along six key differentiation trajectories (B-cell-, myeloid, DC, mast cell, megakaryocyte, and erythroid cells) revealed no genotype-specific differences (Fig. 1G)^20^. This observation is consistent with previous findings in FA patient BM CD34^+^ cells^21^. 

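Every class held cells of both genotypes, and the shares of HSC/MPP-like cells as a whole were close. HSC/MPP-like cells were 8.42% (677 cells, 95% interval 7.82% to 9.05%) in Fancd2-/- 1.1 and 8.67% (818 cells, 8.11% to 9.26%) in WT 2.1. Cluster 9 had a lower share in Fancd2-/- 1.1 (334 cells against 483), and cluster 12 a higher one (343 against 335). At a resolution of 2 the cluster with Hlf, Hoxa9 and Mecom among its leading genes held 72 cells in Fancd2-/- 1.1 and 113 in WT 2.1. The other HSC/MPP-like clusters at that resolution held 351 and 347, and 226 and 315. Neutrophil-like cells had a higher share in Fancd2-/- 1.1, with 491 of 8039 cells against 358 of 9431 in WT 2.1 (a ratio of shares of 1.61), as did myeloid and neutrophil progenitor-like cells, 8.87% in Fancd2-/- 1.1 and 7.46% in WT 2.1, and monocyte and dendritic cell (DC)-like cells, 6.94% in Fancd2-/- 1.1 and 5.83% in WT 2.1. Lymphoid-like cells had a lower share, 2.90% (233 cells, 95% interval 2.54% to 3.29%) in Fancd2-/- 1.1 and 4.25% (401 cells, 3.85% to 4.68%) in WT 2.1, in a cluster whose own leading genes Cd79a and Ebf1 differed between the libraries. Their log2 ratio of shares was -0.55, or -0.192 without a mitochondrial limit and -1.044 without integration. The megakaryocyte-like cells were 2.99% in Fancd2-/- 1.1 and 3.64% in WT 2.1, a log2 ratio of -0.28 that was -0.555 without integration. Basophil, eosinophil and mast cell-like cells were 3.73% in Fancd2-/- 1.1 and 4.12% in WT 2.1, a log2 ratio of -0.14 that was 0.219 without integration and 0.032 at a resolution of 2. Hepatoblast/hepatocyte-like cells were 1.17% (94 cells, 95% interval 0.946% to 1.43%) in Fancd2-/- 1.1 and 0.392% (37 cells, 0.276% to 0.540%) in WT 2.1. Clustering at a resolution of 2 gave a mesenchymal/stellate-like cluster (83 cells in Fancd2-/- 1.1 and 17 in WT 2.1) and a hepatoblast/hepatocyte-like cluster of 12 and 20 cells, in the reverse order. The Ter119 sort and the cell filter bear on all shares, and the spread between embryos of a genotype is not known from 1 library each.

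**Figure D1:**
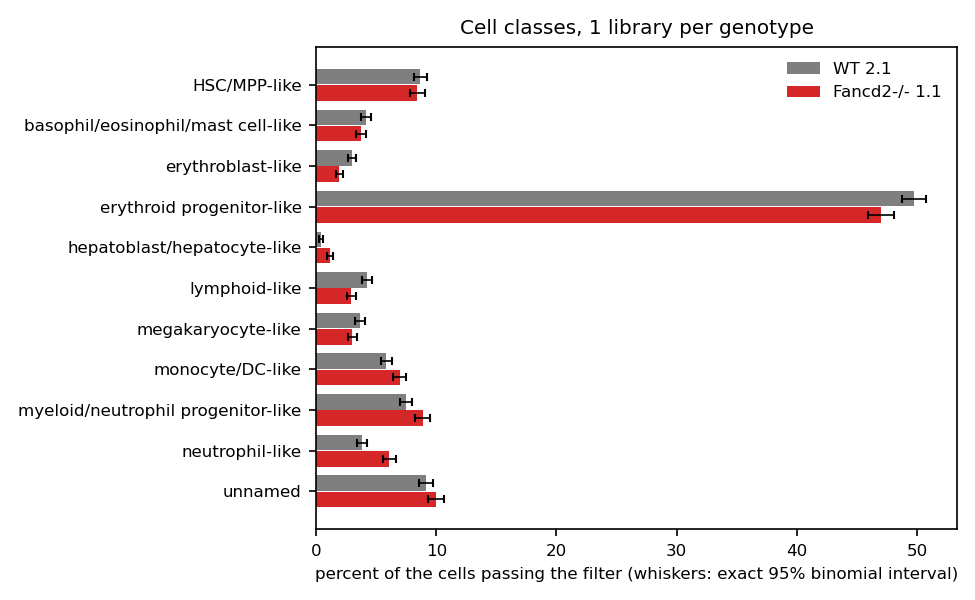
Percent of the cells passing the filter (horizontal axis) in each cell class of WT 2.1 (gray) and Fancd2-/- 1.1 (red), 1 library each, with exact 95% binomial intervals as whiskers. Erythroid progenitor-like cells are the largest class in both libraries, at 47.0% in Fancd2-/- 1.1 and 49.8% in WT 2.1, and every class holds cells of both libraries.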

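Within HSC/MPP-like cells the lymphoid and megakaryocyte programs stood at near levels in both libraries. Summed myeloid markers were slightly higher in Fancd2-/- 1.1, and summed erythroid, monocyte and basophil markers were slightly lower. Summed over markers fixed before the data were examined, the log2 ratio of Fancd2-/- 1.1 over WT 2.1 was -0.031 (-0.14 to 0.077) for 10 lymphoid progenitor genes and -0.054 (-0.17 to 0.065) for 11 megakaryocyte genes. It was 0.011 (-0.066 to 0.087) for 8 genes of megakaryocyte and erythroid progenitors and -0.0082 (-0.12 to 0.11) for 10 B cell progenitor genes. Most UMIs of the B cell list came from Cd93, which stem cells also express (765 of 1238 in Fancd2-/- 1.1 and 635 of 1194 in WT 2.1). Cd93 itself was at 0.20 (0.055 to 0.36), so that the sum does not show the level of the other B cell genes. Myeloid progenitor markers were higher in Fancd2-/- 1.1, at 0.17 (0.14 to 0.20), and so were neutrophil progenitor markers, at 0.16 (0.13 to 0.19). Both lists hold Mpo, so that the sums are not independent. Of the myeloid list, the genes the paper names were at 0.054 (Cd48), -0.036 (Cebpa), -0.048 (Myc) and -0.42 (Hgf). The sum therefore does not show the level of each member, and RNA from other cells was not measured for these lists. Erythroid progenitor markers were lower, at -0.22 (-0.28 to -0.15), as were erythroblast markers, at -0.15 (-0.20 to -0.10), monocyte and DC markers, at -0.19 (-0.24 to -0.13), and basophil and eosinophil markers, at -0.29 (-0.39 to -0.19). The erythroblast list includes globin genes, and a few cells held many of the globin UMIs (4 cells with 41.6% in Fancd2-/- 1.1 and 6 with 19.6% in WT 2.1). Mast cell markers were at 0.077 (-0.0026 to 0.16). The 13 HSC and MPP markers were at -0.12 (-0.16 to -0.087), and among them Mecom, a regulator of stem cell maintenance, was at -0.85 (-1.13 to -0.65) and Hoxa9 at -0.55 (-0.70 to -0.41). Cd27 was at -0.26 (-0.38 to -0.14) and Hlf at -0.11 (-0.24 to 0.022). These values join clusters 9 and 12, whose shares of the class differed between the libraries, and do not show the level within either. Markers of mature neutrophils, at 0.66 (0.56 to 0.77), and of hepatocytes, at 0.31 (0.21 to 0.41), were also higher in HSC/MPP-like cells of Fancd2-/- 1.1. In erythroid progenitor-like cells, as a measure of RNA from other cells, the former stood at 161 and 95.3 CPM and the latter at 73.5 and 30.3 CPM. Macrophage markers, at 0.53 (0.19 to 0.87), and cholangiocyte markers, at 0.58 (0.11 to 1.06), were higher in HSC/MPP-like cells too, on few UMIs (182 against 121 and 98 against 63). Endothelial markers were lower, at -0.14 (-0.19 to -0.076), and mesenchymal markers were at 0.057 (-0.27 to 0.38). The median depth of HSC/MPP-like cells was 17478 UMIs in Fancd2-/- 1.1 and 14175.5 in WT 2.1.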

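Genes that build ribosomes and translation factors were slightly higher in HSC/MPP-like cells of Fancd2-/- 1.1 than of WT 2.1, while the ribosomal proteins themselves were slightly lower. Of 105 ribosome biogenesis genes, 66 were higher and 39 lower, with a median log2 ratio of 0.056 (0.039 to 0.093), or 0.027 over genes with at least 50 CPM. The nucleolar protein nucleolin (Ncl) was at 0.26 (0.24 to 0.28), and Heatr1, which is needed for transcription of ribosomal RNA, at 0.66 (0.49 to 0.86), whereas Nsa2 was at -0.46 (-0.51 to -0.40). Of 47 translation factors, 31 were higher and 16 lower, with a median of 0.045 (0.028 to 0.070), or 0.027 after median of ratios scaling and 0.099 without gene copies, including Eif3j1 at 0.64 (0.57 to 0.72) and Eif2s3x, an X-linked gene that escapes X inactivation, at 0.97 (0.85 to 1.12), in a female library compared with a male one. Of 80 ribosomal protein genes, 22 were higher and 58 lower, with a median of -0.069 (-0.076 to -0.064), among them Rpl13 at -0.12 (-0.13 to -0.11) and Rpl23 at -0.087 (-0.10 to -0.071). Components of mTOR signaling had a median of 0.12 (0.039 to 0.16), at least 0.051 under the alternatives set beforehand, with 20 of 29 higher, including the S6 kinase Rps6kb1 at 0.21 (0.063 to 0.37). Targets of MYC were split, with 96 higher and 98 lower, with a median of -0.0036 (-0.014 to 0.014), and Myc itself was at -0.048 (-0.14 to 0.045). The genes of the paper's MYC array, which the study chose, had a median of 0.11 (0.0096 to 0.12) at percentile 99.96 of random lists, with 20 of 33 higher.
Among 10000 random lists matched on expression, the median of ribosome biogenesis stood at percentile 99.85, translation factors at 99.8, MYC targets at 99.5, mTOR components at 96.5 and ribosomal proteins at 0.260, as a description of these libraries. Random lists matched to the MYC targets had a median of -0.038. Few other genes reach the level of the ribosomal proteins, so that their matched lists draw on a small pool. The values join clusters 9 and 12, and ribosome biogenesis was at 0.013 in cluster 9 and 0.107 in cluster 12 taken alone. Relative to erythroid progenitor-like cells, the median was 0.062 (0.037 to 0.075) for ribosome biogenesis, 0.008 for translation factors and -0.003 for mTOR components. In the same comparison ribosomal proteins were at -0.017 (-0.023 to -0.014) and the MYC array genes at 0.005 (-0.014 to 0.032). Among genes with at least 50 CPM, without Y-linked genes, X inactivation transcripts and predicted gene models, the largest single differences were Hist1h2ap at 3.54 (3.45 to 3.69), Usp50 at 1.70 (1.55 to 1.91) and Hmga1 at 1.52 (1.39 to 1.70) on the higher side, and Cirbp, a cold-inducible RNA-binding protein, at -0.92 (-1.11 to -0.77), Rpl36al at -0.88 (-0.95 to -0.81) and Hypk at -0.87 (-1.01 to -0.75) on the lower side. Of the 24 genes named for the largest differences, 19 share a stretch of their 3' end with another gene, which makes their counts uncertain, and 23 had the same sign in erythroid progenitor-like cells. Mitochondrial transcripts took 3.96% of the UMIs of HSC/MPP-like cells in Fancd2-/- 1.1 and 3.23% in WT 2.1. Immediate early and heat shock genes, taken here as signs of tissue handling and called handling genes, were higher by a median of 0.39 (0.30 to 0.46). The immediate early gene Fos was at -0.038, and the name of the list does not show that handling raised its genes. From enrichment of gene sets among differentially expressed genes, the paper reports upregulation of pathways of proteostasis and of MYC targets, and it proposes that the enrichment of MYC targets and ribosome biogenesis reflects strong proliferative pressure on the Fancd2-/- HSPCs.

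**Figure D2:**
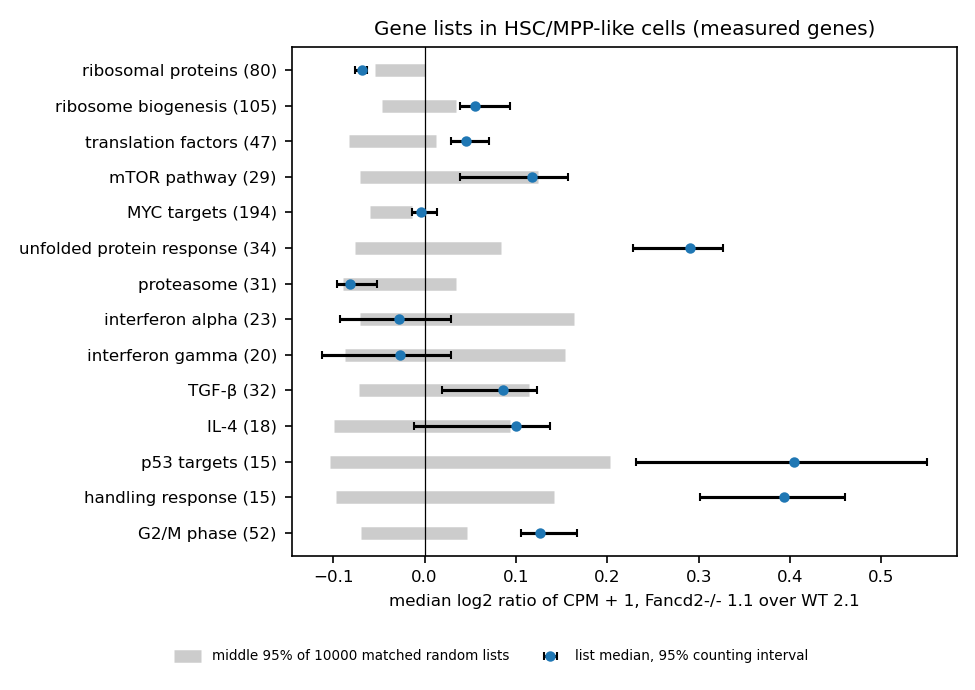
Median log2 ratio of CPM + 1 in Fancd2-/- 1.1 over WT 2.1 (horizontal axis) for gene lists in HSC/MPP-like cells, with the number of measured genes in parentheses. Points are list medians with 95% counting intervals, and gray bars hold the middle 95% of 10000 random lists matched on mean expression. The unfolded protein response list lies at 0.29 and ribosomal proteins at -0.069.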

Gene set enrichment analysis (GSEA) of differentially expressed genes on the other hand reveals an upregulation of pathways that govern proteostasis, including “ribosome biogenesis” (NES: 1.8, *p* < 0.001), “translation” (NES: 2.2, *p* < 0.001) and “mTOR signaling” (NES: 1.7, *p* < 0.0001) and MYC target signaling (NES: 2.1, *p* < 0.001) (Fig. 1H).

### FANCD2 loss causes delayed S-phase entry through replication stress in FL HSC

While the transcriptome analysis with MYC target and ribosome biogenesis pathway enrichment suggested strong proliferative pressure in Fancd2^−/−^ littermate HSPCs, there was a clear deficit in expansion in the fetal HSC pool. To reconcile these seemingly conflicting observations, we next examined HSPC cell cycle activity by timed 5-ethyl-2’-deoxiuridine/ Bromodeoxyuridine (EdU/BrdU) sequential injection into pregnant E13.5 dams, whose BM HSPCs serve as a slower cycling adult phenotype control population^22^. Conceptually, cells entering S-phase during the two hours following EdU injection will initially become EdU^+^. This is followed by BrdU injection, when cells newly entering S-phase become EdU^−^/BrdU^+^, cells exiting S-phase become EdU^+^/BrdU^−^, and those that continue to remain in S-phase stain double positive EdU^+^/BrdU^+^ (Fig. 2A). Our results show a significantly greater fraction of Fancd2^−/−^ FL HSC and HSPC stain EdU^+^ and/or BrdU^+^ compared to WT, indicating an increased population of cells containing newly replicating single strand DNA (ssDNA), (Fig. 2B). Concurrently, the frequency of EdU^−^/BrdU^+^ LT-HSC and Lin^*-*^ cells, indicative of delayed S-phase entry, was decreased in Fancd2^−/−^ compared to WT (Fig. 2C). During S-phase, FANCD2 cooperates in sensing and resolving experimental replication stress^23,24^. We therefore hypothesized that its physiologic role in the fetal HSPC pool is to counter replication stress. Our data in Fancd2^−/−^ HSPC confirm increased phosphorylation of Replication-associated protein (RPA)32, which stabilizes nuclear ssDNA during stalled replication (Fig. 2D). We also observed significantly increased phosphorylation in mini chromosome maintenance (MCM) 2 at the direct ATR substrate target site (Ser108), a known marker of replication fork stalling associated with replication stress and cell cycle defects, in Fancd2^−/−^ fetal HSPCs^25^ (Fig. 2E) Phosphorylation of RPA-ATR is typically followed by phosphorylation of Chk1 (pChk1), and we observed a significant increase in pChk1 immunostaining in Fancd2^−/−^ HSPC (Fig. 2F). By contrast, the E12.5 FL HSPCs before expansion deficits are seen and quiescent postnatal HSPCs from 8-week-old animals fail to show significant differences in pChk1 between WT and Fancd2^−/−^ littermates (Fig. 2G). Together, these results confirm a fetal pathophysiologic vulnerability, whereby Fancd2^−/−^ FL HSPC experience MYC activation, revealing for the first time a physiologic role for FANCD2 in fetal replication stress response.

**Fig. 2:**
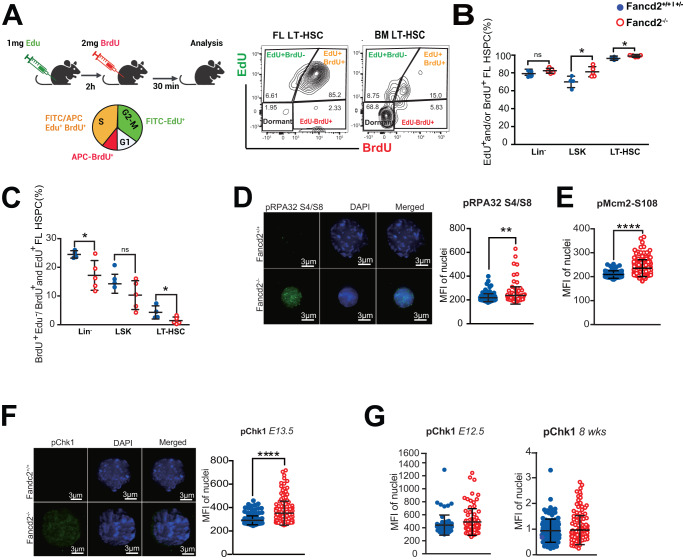
Fancd2^−/−^ fetal liver HSPCs show replication stress and delayed cell cycle progression. **A** Schema for sequential EdU/BrdU injection in the dam at E13.5 with cell cycle analysis, Representative flow panels illustrate FL (left) and BM (right) HSPC distribution with predicted differences in dormancy, lower left quadrant. Schematic Figure was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. **B** Frequency of nascent ssDNA (EdU^+^ and/or BrdU^+^) in the Lin-, LSK and LT-HSC: (Fancd2^++^ *n* = 4, Fancd2^−/−^ *n* = 5); *P < 0.05. **C** Percentage of cells newly entering S-phase (BrdU^+^EdU^-^ per EdU^+^ and/or BrdU^+^) in Lin-, LSK and LT-HSC: WT (Fancd2^++^) *n* = 4, Fancd2^−/−^ *n* = 5). **D** Representative images and Immunofluorescence (IF) analysis of WT (Fancd2^++^) and Fancd2^−/−^ HSPC pRPA32 S4/S8 (E13.5; WT: *n* = 5; 116 cells, Fancd2^−/−^: *n* = 4; 111 cells). **E** Immunofluorescence (IF) analysis of Fancd2^++^ and Fancd2^−/−^ HSPC pMCM2-S108 (E13.5; WT(Fancd2^++^) *n* = 4 pups, 64 cells, Fancd2^−/−^: *n* = 6 pups, 149 cells). **F** pChk1-S345 WT(Fancd2^++^): *n* = 9; 174 cells, Fancd2^−/−^: *n* = 4; 145 cells at E13.5 days). **G** Representative images and IF analysis pChk1-S345 at E12.5 WT (Fancd2^++^) *n* = 2: 63 cells; Fancd2^−/−^: *n* = 5: 81 cells) and in 8-week-old adult BM (WT *n* = 2: 106 cells; Fancd2^−/−^: *n* = 2: 113 cells). Welch’s *t*-test was used for statistical analysis, Data is represented ±SEM, all the statistical analysis are two sided. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. All the statistical analysis are two sided and were performed with GraphPad Prism7.0 software. Source data are provided as a Source Data file.

### Increased protein synthesis and proteostatic stress in Fancd2^−/−^ FL HSPCs

As a functional corollary, we anticipated that increased ribosome biogenesis as a GSEA signature in Fancd2^−/−^ FL HSPC will lead to raised protein synthesis rates^26–28^. We therefore set out to measure the incorporation of the puromycin analog O-Propargyl-puromycin (OPP) in HSPC in vivo (Fig. 3A). First, we confirmed the relatively increased OPP staining in fetal- compared to adult phenotype HSPCs from the maternal BM^3^. Between genotypes, the fetal Fancd2^−/−^ HSPC compartment revealed gains in protein synthesis across all subpopulations that reach significance in LT-HSCs (Fig. 3B). Reports show that HSCs and other somatic stem cells critically depend on low protein synthesis to match cell specific folding capacity, whereby even small, experimentally induced gains in protein synthesis functionally compromise HSC function through accumulation of unfolded proteins^7^. Tetraphenylethene maleimide (TPE-MI) is a cell-permeable dye that fluoresces upon binding to free thiol side chains of cysteine molecules characteristically exposed in unfolded proteins^29^. We confirm that experimental induction of mis/unfolded proteins with thapsigargin, an inhibitor of ER-calcium ATPase, leads to increased cellular TPE-MI fluorescence (Fig. S3A). Next, in fetal Fancd2^−/−^ HSPCs from experimentally unperturbed timed pregnancies, the TPE-MI assay reveals excess unfolded proteins across all Fancd2^−/−^ subsets, including LT-HSCs, compared with WT (Fig. 3C). This observation also aligns with our GSEA analysis (Fig. 1H), which showed enrichment of unfolded protein response genes in FL Fancd2^−/−^ HSPCs. 

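Genes of the unfolded protein response were higher in HSC/MPP-like cells of Fancd2-/- 1.1. Of 34 genes for chaperones, degradation factors and stress sensors of the endoplasmic reticulum (ER), 30 were higher and 4 lower, with a median log2 ratio of 0.29 (0.23 to 0.33), above all of 10000 matched random lists. Hspa5, the main ER chaperone BiP, was at 0.53 (0.48 to 0.59), the ER chaperone Hyou1 at 0.83 (0.61 to 1.13), calreticulin (Calr) at 0.29 (0.25 to 0.32) and Xbp1, a transcription factor of the response, at 0.39 (0.22 to 0.58). Atf4, the transcription factor of the integrated stress response, was at 0.40 (0.29 to 0.51), and its list of targets had a median of 0.11 (0.054 to 0.25), at percentile 88.7 of random lists. Of 31 proteasome subunits, 28 were lower, with a median of -0.081 (-0.10 to -0.052), at percentile 5.74 of random lists, though the median relative to erythroid progenitor-like cells was 0.034 (0.010 to 0.051).
The list was also higher in 8 of the 9 classes compared, with 0.13 in erythroid progenitor-like, 0.14 in monocyte and DC-like and 0.36 in basophil, eosinophil and mast cell-like cells, and stood at -0.032 in neutrophil-like cells. Erythroblast-like cells were at 0.54, where the median of all genes was itself 0.45. Relative to erythroid progenitor-like cells the list was at 0.15 (0.086 to 0.18) in HSC/MPP-like cells. Handling genes were higher in the same cells of Fancd2-/- 1.1.

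**Figure D3:**
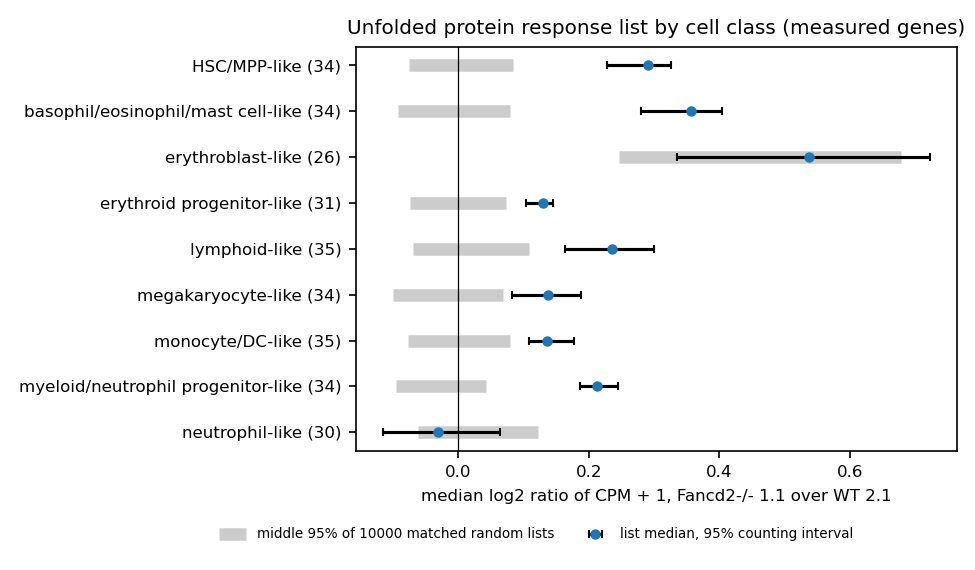
Median log2 ratio of CPM + 1 in Fancd2-/- 1.1 over WT 2.1 (horizontal axis) for the unfolded protein response list in each cell class, with the number of measured genes in parentheses, 95% counting intervals, and the middle 95% of 10000 matched random lists as gray bars. The median lies above 0 in 8 of 9 classes, and in erythroblast-like cells inside the range of the random lists.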

To rule out differences in the degradation of unfolded proteins in FL Fancd2^−/−^ HSPCs, we also analyzed proteasome activity in LSK cells using the proteasome-Glow chymotrypsin like cell-based assay (Promega), demonstrating balanced proteasome activity between genotypes (Fig. 3D). Representative immunofluorescent images of cells stained with the Proteostat™ agent and their quantification show the anticipated increase in the frequency of cells with elevated perinuclear aggregates in Fancd2^−/−^ cells and the relative amount of perinuclear aggregates (Fig. 3E). In addition, we found that embryo weights were decreased in Fancd2^−/−^, consistent with FA as multisystemic developmental disorder (Fig. 3F). To ameliorate the accumulation of unfolded proteins in Fancd2^−/−^ FL HSPCs we used the bile acid tauroursodeoxy cholic acid (TUDCA), a chemical chaperone reported to improve protein folding and proliferation^30,31^. We injected TUDCA daily in timed pregnancies from E10.5-E14.5 and studied littermates shortly following harvest after the last dose (Fig. 3G). TUDCA supplementation rescued embryo size (by weight), along with LT-HSC numbers (Fig. 3H), and intracellular staining of unfolded proteins by TPE-MI demonstrated that it also prevented the accumulation of unfolded proteins in Fancd2^−/−^ FL LT-HSCs and (Fig. 3I). Representative flow cytometry plots for LT-HSCs gating are shown in Fig. S5A. Predictably for a transient pharmacological treatment, Fancd2^−/−^ FL HSPCs from the TUDCA protected pregnancies, showed increased levels of unfolded proteins when subsequently cultured ex vivo in the absence of TUDCA (Fig. 3J, Fig. S3E–H).

**Fig. 3:**
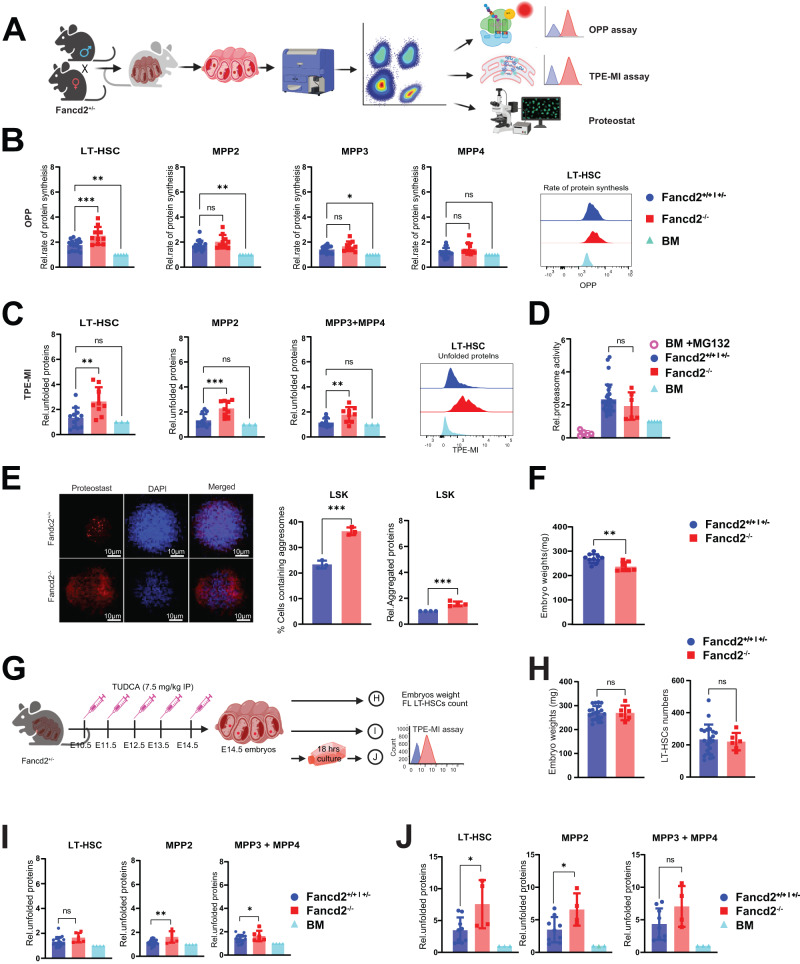
Dysregulated protein homeostasis in Fancd2^−/−^ fetal liver HSPCs. **A** Schematic representation of experimental procedures. Schematic Figure was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. **B** Analysis of the rate of translation by in vivo OPP incorporation in Fancd2^+/+^ and Fancd2^+/−^ (FL Samples/Pregnancies *n* = 18/5), Fancd2^−/−^ (FL Samples/Pregnancies *n* = 10/5), normalized to the dam BM *(*Fancd2^+/−^: *n* = 5 pregnant mice) LT-HSCs (*P* = 0.0007), MPP2 (*P* = 0.03), MPP3 (*P* = 0.06) and MPP4 (*P* = 0.1). Representative histograms from an analysis of LT-HSC. **C** Analysis of unfolded protein levels by TPE-MI analysis in Fancd2^+/+^ and Fancd2^+/−^ *(*FL Samples/Pregnancies *n* = 12/3) and Fancd2^−/−^ (FL Samples/Pregnancies *n* = 9/3) FL relative to the Fancd2^+/-^ dam BM (*n* = 3 pregnant mice) LT- HSCs (*P* = 0.007), MPP2 (*P* = 0.0009) and MPP3 + MPP4 (*P* = 0.007). Representative histograms from a LT-HSC analysis. **D** Proteasome activity in LSK cells from Fancd2^++^, Fancd2^+/−^ (*n* = 17/5) and Fancd2^−/−^ (*n* = 6/5) (*P* = 06) FL relative to the Fancd2^/+/−^ dam BM (*n* = 5). **E** Representative images of protein aggregates in FL HSPC (Lin^-ve^, Sca-1^+^ and c-Kit^+^ cells) from Fancd2^+/+^ (*n* = 3/2), and Fancd2^−/−^ (*n* = 3/2) littermates (*P* = 0.0002). Quantification of relative protein aggregates and percent of aggresome positive cells. **F** Fancd2^+/+^ (*n* = 10/4) and Fancd2^−/−^ (*n* = 8/4) littermate embryo weights, (*P* = 0.002). **G** Experimental design of TUDCA injection. Pregnant mice were intraperitoneally injected with 7.5 mg/kg of TUDCA daily from E10.5 to E14.5. Fetal livers were harvested 2 h after the last injection, for analysis. Schematic of experimental design was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. **H** Embryo weights (*P* = 0.1) and LT-HSC numbers (*P* = 0.2) from littermates of TUDCA injected Fancd2^+/+^ and Fancd2^+/−^ (*n* = 19/4) and Fancd2^−/−^ (*n* = 6/4). **I** Analysis of unfolded proteins from TUDCA injected Fancd2^+/+^ and Fancd2^+/−^ (*n* = 19/4), and Fancd2^−/−^ (*n* = 6/4) fetal liver LT-HSCs (*P* = 0.2), MPP2 (*P* = 0.003), MPP3 + MPP4 (*P* = 0.2) normalized to respective Fancd2^+/−^ maternal BM (right-most column) (*n* = 4). **J** Unfolded protein analysis in FL cells from a TUDCA-injected pregnant dam followed by sacrifice, BM harvest, and subsequent ex vivo culture for 18 h without TUDCA Fancd2^++-^ and Fancd2^+/−^ (*n* = 9/3) and Fancd2^−/−^ (*n* = 4/3). Data are represented as mean ± SEM. In **B**, **C**, **D**, **H** and **J** one-way ANOVA was considered for statistical analysis and for panel -**E**, -**F** and -**I**, *t*-test was used for statistical analysis. All the statistical analysis are two sided and were performed with GraphPad Prism7.0 software. *P < 0.05, **P < 0.01, ***P < 0.001, and ns: non-significant. Source data are provided as a “Source Data” file.

To test the impact of deregulated proteostasis during proliferative stress on the functional fitness of Fancd2^−/−^ HSPCs. We performed competitive transplantation of equal numbers of Fancd2^+/+^ (CD45.1/45.2) and Fancd2^−/−^ (CD45.2) whole BM cells into irradiated C57BL/6 (CD45.1) recipient mice. This was followed by IP injection of TUDCA (7.5 mg/kg) or diluent in recipients, daily for one week. Serial analysis after transplantation showed a modest, but significant transient increase in peripheral blood chimerism from TUDCA exposed Fancd2^−/−^ cells, consistent with the role of a chaperone that requires durable supplementation (Fig. S4C). To explore the possibility of proteostasis defects in FA patients, we mined previously published RNA sequencing data from healthy and FA patient HSPCs^21^. Strikingly, FA patient HSPCs showed significantly elevated levels of unfolded protein response and endoplasmic reticulum stress-associated degradation (ERAD) genes (Fig. S4D–E). Altogether, these results indicate that both Fancd2^−/−^ murine FL HSPCs and human FA patient HSPCs have deregulated proteostasis.

### FANCD2 restrains inflammation and MYC expression under experimental replication stress

Given the strong transcriptomic GSEA signature of MYC targets, we used intracellular flow-cytometry to confirm MYC protein levels in all HSPC subpopulations, with a significant increase in Fancd2^−/−^ FL LT-HSCs compared to Fancd2^+/+^ fetal liver and maternal (Fancd2^+/−^ dam) bone marrow cells (Fig. 4A).

**Fig. 4:**
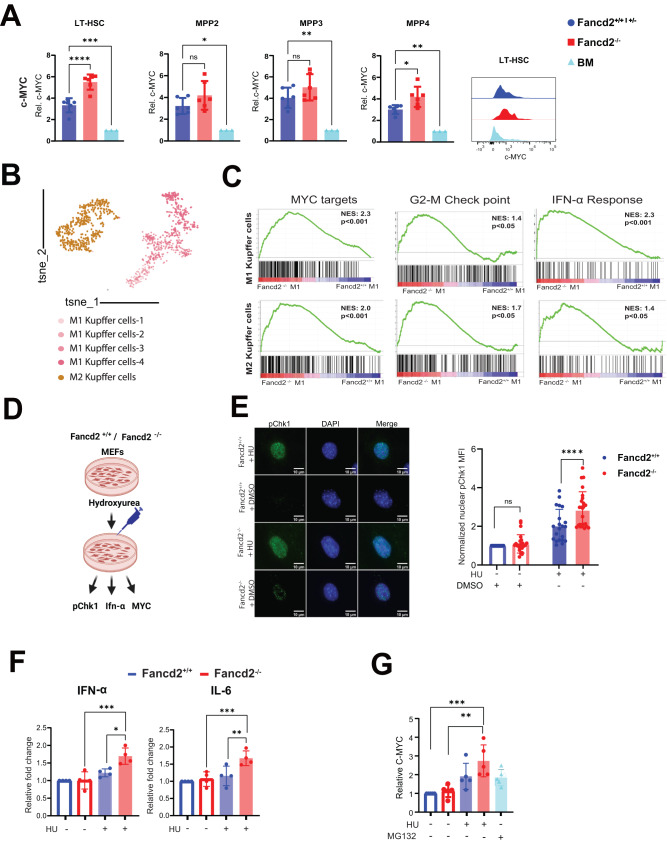
Experimental replication stress induces inflammatory cytokines and MYC expression in Fancd2^−/−^ MEFs. **A** Relative increase in MYC levels in Fancd2^−/−^ fetal liver LT-HSCs (*P* = 0.0001), MPP2 (*P* = 0.2), MPP3 (*P* = 0.01) and MPP4 (Fancd2^+/+^: *n* = 5/3, Fancd2^−/−^: *n* = 6/3), normalized to the respective dam BM (*n* = 3) representative histograms from a LT-HSCs. **B** t-SNE plot showing the Kupffer cells subtypes (M1, M2) and their differentiation trajectory. **C** Gene set enrichment analysis demonstrating enrichment of MYC targets, G2-M check point, IFN-α response in Fancd2^−/−^ M1 Kupffer cells (upper panel) and Fancd2^−/−^ M2 Kupffer cells (lower panel), both NES and *P* values are statistical outputs from the GSEA software analysis. **D** Experimental plan of replication stress followed by inflammatory cytokines and endogenous c-MYC analysis in MEFs. Schematic of experimental plan was created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. **E** Representative immunofluorescence (IF) images and quantification of pChk1-S345 in Fancd2^+/+^ and Fancd2^−/−^ MEFs at basal conditions and under replication stress using hydroxyurea (HU) at 200 μM final concentration (*n* = 3 independent experiments, DMSO+Fancd2^+/+^ vs DMSO+Fancd2^−/−^ MEFs *P* = 0.3). HU+Fancd2^−/−^ vs HU+Fancd2^−/−^ MEFs *P* = 0.0008). **F** Real time PCR analysis of inflammatory cytokines IFN-α (Basel Fancd2^−/−^ vs Fancd2^−/−^ + HU *P* = 0.0007), Fancd2^+/+^ + HU vs Fancd2^−/−^ + HU, (*P* value = 0.01), and IL-6 Basel KO vs KO + HU *P* = 0.006), Fancd2^+/+^+HU vs Fancd2^−/−^ + HU, (*P* value = 0.01) (n = 4 independent experiments). **G** Flow cytometric analysis of MYC levels in Fancd2^+/+^ and Fancd2^−/−^ MEFs under at both basal conditions and replication stress (HU: 200 μM working concentration) conditions, using proteasome inhibitor MG132 (2 μM final concentration) as a positive control (*n* = 5 independent experiments, basal Fancd2^−/−^ vs Fancd2^−/−^ + HU, *P* value = 0.001), basal Fancd2^+/+^ vs Fancd2^−/−^ + HU, *P* value = 0.0006). Data are represented as mean ± SEM. In **A**, **E**, **F**, and **G**. and one-way ANOVA was considered for statistical analysis, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns: non-significant. All statistical analyses are two sided and were performed with GraphPad Prism7.0 software. Source data are provided as a Source Data file.

MYC functions as a transcription factor and we further validated the increased activity of MYC target expression by multiplex RT^2^ profiler array. Results reveal elevated expression of multiple ribosomal protein genes such as RPL5, RPL23, RPL13, activating transcription factor 4 (ATF4) a component of the unfolded protein response (all consistent with dysregulated proteostasis) as well as other canonical targets in Fancd2^−/−^ FL-HSPCs (Fig. S5B).

We wished to test if direct MYC inhibition could rebalance proteostasis to rescue FL HSPC number and function using (+)-JQ1, a BRD4 super-enhancer inhibitor, that suppresses MYC transcription. However, in a series of studies exploring IP injection of different doses in the dam, JQ1 treatment invariably led to fetal demise. MYC protein levels in quiescent, non-proliferating BM Fancd2^−/−^ HSPCs (Fig. S5C) and in MEFs not under replication stress (Fig. 4G) as well as the rate of protein synthesis remain unchanged compared to adult BM Fancd2^+/+^ cells (Fig. S5D), but this changes under proliferative stress conditions. In a validated polyvinyl ETOH supplemented ex vivo culture, FA HSPCs lag behind the Fancd2^+/+^ control cells in expansion, and experience significantly elevated levels of unfolded proteins (Fig. S4A, B)^32,33^. Here, adult BM Fancd2^−/−^ HSPCs show increased c-MYC activity (Fig. S5E). However, when we treated the ex vivo expanded Fancd2^−/−^ BM LT-HSCs with (+)-JQ1 (as a surrogate for proteostasis-challenged fetal HSPC), MYC inhibition resulted in a profound loss of HSPC viability in both Fancd2^+/+^ and Fancd2^−/−^ progenitor survival, wherein Fancd2^−/−^ growth in particular was so severely and disproportionately restricted to preclude meaningful downstream analysis (Fig. S5F). These results support MYC as a critical component in maintaining fetal development and proliferating Fancd2^−/−^ HSPCs.

To understand the potential trigger for both increased MYC signaling and proteostatic deregulation in fetal Fancd2^−/−^ FL HSPCs we considered that MYC protein levels in adult WT HSPCs are regulated by IFN-α inflammatory signals^34^. Fancd2^−/−^ HSPCs are vulnerable to inflammation, and serial experimental injection of poly-(I:C) leads to increased MYC levels in adult FA HSPC^21^. We therefore reanalyzed our transcriptome data for an inflammatory signature in fetal liver hematopoietic and non-hematopoietic fetal liver niche cells and observed increased activity in key inflammatory pathways, such as Type-1- (NES: 1.4, *p* = 0.08), Type-2 IFN signaling (NES: 1.2, *p* = 0.16) and TGF-β (NES: 2.3, *p* < 0.001) in select HSPC subsets (Fig. 1H). 

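Interferon-induced genes stood at near levels in HSC/MPP-like cells of both libraries, and genes of TGF-β signaling had a median slightly above 0, inside the middle 95% of random lists. Of 23 genes induced by type I interferon, 9 were higher and 14 lower, with a median log2 ratio of -0.028 (-0.093 to 0.029), or -0.105 with cells thinned to 5000 UMIs. Ifitm3, an antiviral membrane protein, was at -0.24 (-0.33 to -0.15), Psmb8 of the immunoproteasome at -0.20 (-0.28 to -0.13) and B2m of MHC class I at 0.027 (-0.045 to 0.10). For type II interferon the median was -0.027 (-0.11 to 0.029), or 0.068 in cluster 12 alone, with 10 genes higher and 10 lower, among them Stat3 at 0.26 (0.079 to 0.45) and Irf8 at -0.36 (-0.59 to -0.16). TGF-β genes had a median of 0.086 (0.019 to 0.12), with 20 of 32 higher, while Id1 was at -0.20 (-0.33 to -0.069). Among receptor genes, Ifnar1 was at 0.18 (-0.10 to 0.48), Ifnar2 at -0.19 (-0.39 to -0.00089), Ifngr2 at -0.082 (-0.33 to 0.15) and Tgfbr1 at 0.011 (-0.28 to 0.30). The type I interferon median lay above 0 in 7 of the 9 classes compared, and in 0 of the 9 it lay above the middle 95% of random lists. The 7 include erythroblast-like cells at 0.61, where the median of all genes was itself 0.45. The type I median was 0.12 (0.059 to 0.18) in monocyte and DC-like cells, or -0.017 over genes with at least 50 CPM, and 0.19 (0.063 to 0.30) in neutrophil-like cells. In these 2 classes handling genes were at 0.31 (0.19 to 0.35) and 0.44 (0.29 to 0.71), and globin genes, of which a few WT 2.1 cells held most UMIs (11 and 12 cells with 89.0% and 94.2%), at -2.40 (-2.45 to -2.34) and -4.60 (-4.73 to -4.47).
Among matched random lists the medians in HSC/MPP-like cells stood at percentiles 13.5 (type I), 18.6 (type II) and 93.0 (TGF-β). The TGF-β median was -0.033 over genes with at least 50 CPM and -0.031 relative to erythroid progenitor-like cells.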

Specific analysis of FL niche cells showed six discrete cell types, including hepatocytes, endothelial cells, cholangiocytes, mesenchymal cells, hepatic stellate cells, with two distinct populations of Kupffer cells (M1 and M2) (Fig. S2B, C). 

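Non-hematopoietic cells were rare among the Ter119-negative cells, and those of the liver parenchyma formed 1 cluster. Hepatoblast/hepatocyte-like cells carried Afp, Alb, Apoa1 and Ttr, serum proteins of the liver, with 94 cells in Fancd2-/- 1.1 and 37 in WT 2.1, where hepatocyte markers stood at 13551 and 41829 CPM. At a resolution of 2 the hepatoblast/hepatocyte-like cluster held 12 and 20 cells, in the reverse order, beside a mesenchymal/stellate-like cluster of 83 and 17. No cluster was named for Kupffer cells or endothelial cells under any clustering that was run, and none for cholangiocytes. Counted instead by markers, as cells with UMIs of at least 3 genes of a type, mesenchymal/stellate cells numbered 31 of 8039 in Fancd2-/- 1.1 and 2 of 9431 in WT 2.1, and 29 of these 33 lay in the hepatoblast/hepatocyte-like cluster. Cells with at least 3 macrophage markers numbered 75 in Fancd2-/- 1.1 and 31 in WT 2.1, and 64 of the 106 were monocyte and DC-like. Cells with at least 3 endothelial markers numbered 273 and 243, and 197 of the 516 were HSC/MPP-like. With each cell thinned to 5000 UMIs, which left 6950 cells of Fancd2-/- 1.1 and 8279 of WT 2.1, these numbers were 21 and 2 for mesenchymal, 11 and 2 for macrophage and 28 and 37 for endothelial markers, the last in the reverse order. Without a limit on mitochondrial transcripts, a mesenchymal/stellate-like cluster appeared with 60 cells in Fancd2-/- 1.1 and 2 in WT 2.1, and hepatoblast/hepatocyte-like cells numbered 195 and 92. Counting by markers was chosen after the data were seen.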

Remarkably, this analysis in Fancd2^−/−^ FL niche cells also shows broad enrichment for inflammatory pathways Fancd2^−/−^ mesenchymal cells shows enriched interferon-γ (NES:1.5, *p* = 0.05) and interleukin-4 (NES:1.8, *p* = 0.001), Fancd2^−/−^ hepatoblasts are enriched for innate immune response pathway (NES:1.3, *p* = 0.002) and response to IL-4 (NES:1.7, *p* = 0.004) (Fig. S2D), with no difference in differentiation trajectory analysis of Fancd2^−/−^ mesenchymal cells between the two genotypes (Fig. S2E), while Fancd2^−/−^ hepatoblasts show skewed differentiation towards hepatocytes, and a reduced cholangiocyte population (Fig. S2F). 

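In hepatoblast/hepatocyte-like cells, genes of the innate immune and interleukin-4 responses differed little between the libraries, and genes induced by type II interferon had a median above 0, inside the middle 95% of random lists. The values are from the clustering without a limit on mitochondrial transcripts (195 cells in Fancd2-/- 1.1 and 92 in WT 2.1), a setting chosen after the data were seen, as the filtered cells of WT 2.1 held under 50 of this class. Of 26 innate immune genes, 14 were higher and 12 lower, with a median log2 ratio of 0.048 (-0.13 to 0.16) at percentile 59.8 of matched random lists. For 14 genes of the response to interleukin-4 the median was 0.066 (-0.040 to 0.18) at percentile 91.0, and for 14 genes induced by type II interferon it was 0.24 (0.038 to 0.40) at percentile 97.3. Handling genes were higher in these cells too, with a median of 0.39 (0.11 to 0.52), and globin genes were lower, with a median of -2.04 (-2.30 to -1.90). Cells with at least 3 cholangiocyte markers, such as Krt19 and Epcam, numbered 14 of 8039 in Fancd2-/- 1.1 (0.174%, 0.0952% to 0.292%) and 0 of 9431 in WT 2.1, with an upper bound of 0.0391%. Of the 14, 12 lay in the hepatoblast/hepatocyte-like cluster, itself larger in Fancd2-/- 1.1. After thinning to 5000 UMIs per cell, 8 of 6950 and 0 of 8279 cells carried them. Mesenchymal cells, with 2 of them in WT 2.1, were too few to compare expression.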

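Genes taken as signs of inflammatory (M1) macrophages were more widespread than those of resident (M2) ones. Cells with at least 3 of 9 M1 genes (Cd74, MHC class II and inflammatory genes) numbered 163 of 8039 in Fancd2-/- 1.1 (2.03%, 1.73% to 2.36%) and 132 of 9431 in WT 2.1 (1.40%, 1.17% to 1.66%), and 232 of these 295 were monocyte and DC-like. At 5000 UMIs per cell the shares were 0.604% (42 cells) and 0.531% (44 cells), so that a difference was not detectable. Cells with at least 3 of 8 M2 genes (Cd68 and resident macrophage genes) numbered 1 and 2. Cd74, the invariant chain of MHC class II, was highest in monocyte and DC-like cells, at 80.4 CPM in Fancd2-/- 1.1 and 152 CPM in WT 2.1, and those cells held 79.1% and 81.7% of its UMIs. Cd68, a lysosomal protein of macrophages, was also highest there, at 45.5 and 42.7 CPM. Dendritic cells and monocytes express Cd74 and MHC class II as well, and the markers therefore do not separate them from Kupffer cells.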

We were particularly interested in the inflammatory Kupffer cells where we observed polarization toward two distinct populations of tissue-resident macrophages (Kupffer cells; M1 vs M2). (Fig. 4B). While the M1/M2 frequencies between genotypes remain unchanged, GSEA analysis showed enriched for interferon-α pathway responses (M1: NES:2.3, M2: NES:1.4 (Fig. 4C). 

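Genes induced by type I interferon had a median above 0 in the cells with macrophage markers. Over the 75 cells of Fancd2-/- 1.1 and the 31 of WT 2.1 with at least 3 macrophage markers, whatever their cluster, 22 of 35 such genes were higher and 13 lower, with a median log2 ratio of 0.21 (-0.010 to 0.34) at percentile 96.8 of 10000 matched random lists. Genes induced by type II interferon had a median of 0.16 (-0.023 to 0.30), at percentile 93.5 of random lists, with 16 of 22 higher. The interval of the type I list reaches below 0, so that a difference was not detectable at this depth. Handling genes had a median of 0.40 (0.24 to 0.58) and globin genes one of -4.93 (-5.06 to -4.79) in the same cells, and in the monocyte and DC-like class, to which 64 of the 106 belong, 11 cells of WT 2.1 held 89.0% of the globin UMIs of that class in WT 2.1. The cells were picked by markers after the data were seen, include monocytes and DCs, and could not be divided into M1 and M2 cells.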

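Targets of MYC had a median slightly above 0, inside the middle 95% of random lists, among the cells with at least 3 macrophage markers (75 in Fancd2-/- 1.1, 31 in WT 2.1). Of 194 targets, 121 were higher and 73 lower, with a median log2 ratio of 0.048 (0.025 to 0.092) at percentile 97.3 of matched random lists. The genes of the paper's MYC target array, a list the study chose, had a median of 0.11 (0.0085 to 0.16) in these cells, at percentile 93.9 of random lists, with 22 of 32 higher. Genes of the G2 and M phases of the cell cycle were higher in them as well, with a median of 0.21 (0.12 to 0.30) and 38 of 51 higher, as were handling genes, at 0.40 (0.24 to 0.58), while globin genes were at -4.93 (-5.06 to -4.79).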

Fancd2^−/−^ Kupffer cell subtypes are also enriched for MYC targets M1: NES:2.3, M2; NES:2.0) (Fig. 4C) Thus, gene ontology analysis of hematopoietic- as well as niche cells from Fancd2^−/−^ littermates reveals enrichment for several inflammatory pathways.

Both replication stress and inflammatory stimulation can increase MYC levels^34,35^, and experimental inflammation triggers a MYC response in adult FA BM HSPC. From a pathophysiological perspective, we reasoned that the constitutive loss of FANCD2 may sensitize the fetal HSPC pool to sterile inflammatory cues normally required for its developmental formation, thereby creating a potential trigger for MYC and proteostatic stress. To test this sequence of events, we generated Mouse Embryonic Fibroblasts (MEFs) from Fancd2^+/+^ and Fancd2^−/−^ fetuses and treated these MEFs at passage 2–3 with hydroxyurea (HU) to experimentally induce replication stress (Fig. 4D). This elicits the predicted replication stress response involving phosphorylation of p-Chk1 in Fancd2^−/−^ MEFs by immunofluorescence analysis (Fig. 4E). Using the identical experimental set-up, we also observe the anticipated increase in IFN -α and IL-6 gene expression in Fancd2^−/−^ MEFs (Fig. 4F), at the transcript levels using the target gene primers listed in supplementary Table 3. We further confirmed that HU-mediated replication stress indeed raises MYC at the protein level in MEFs. As a positive control we show that MG132 (proteasome inhibitor, that slows MYC degradation) raises MYC levels^7^ (Fig. 4G). Together with our single-cell transcriptome observations in stromal and hematopoietic components of Fancd2^−/−^ fetal livers, the MEF experiments support a model whereby replication stress in Fancd2^−/−^ fetuses adds to physiologic sterile inflammatory signals, raising MYC levels and protein synthesis to rates that exceed the tightly regulated fetal HSPC folding capacity. We next set out to test this sequence directly in vivo.

### Ifnar1 haploinsufficiency partially rescues Fancd2^−/−^ HSPC defects

Adult FA patients show a baseline increase in proinflammatory cytokines in the BM plasma and active MYC signaling in BM HSPC. Experimentally, injection of poly(I:C) in adult mice induces IFN-α signaling and activates MYC signaling^34^. Sterile inflammation is critical for the fetal hematopoietic development, but the fetal environment in Fancd2^−/−^ mice reveals evidence of exaggerated inflammatory activity. We reasoned that a blunted inflammatory response would ameliorate the disruption in proteostasis and safeguard expansion of Fancd2^−/−^ FL HSPCs. We therefore generated murine crosses of interferon alpha receptor chain 1 (Ifnar1) and FANCD2 (Fancd2^−/−^) deficiency. Initial experiments revealed that the concurrent biallelic loss of both Ifnar1 and Fancd2 resulted in a sharp decline in fetal liver cells (Fig. S3B), a decreased HSPC pool (Fig. S3C) and small, diffusely abnormal fetal livers (Fig. S3D). Incidentally, this is quite similar to the loss of viability and compromised HSPC pool seen with complete loss of TGF-β signaling^36^. Therefore, to maintain some level of fetal sterile inflammation required for normal HSPC development, we adopted a breeding schema that generated littermates that were heterozygous (^−/+^) for Ifnar1 and either Fancd2^−/−^ or Fancd2^+/+^ (WT). When we analyzed fetal liver HSPCs from the Fancd2^−/−^/Ifnar1^+/−^ versus Fancd2^+/+^/Ifnar1^+/−^ or Fancd2^+/−^/Ifnar1^+/−^ offspring (Fig. 5A), we observed that heterozygous loss of the Ifnar1 allele partially restores physiologic (lower) MYC levels in Fancd2^−/−^ fetal liver HSPCs, including in the LT-HSCs (Fig. 5B). To determine a potential fetal FA phenotype rescue, we then systematically evaluated the key functional metrics of the fetal HSPC deficits Fancd2^−/−^ established so far. Here, the loss of one Ifnar1 allele indeed partially restored the rate of translation (OPP incorporation) in Fancd2^−/−^ compared to Fancd2^+/+^ in Ifnar1- haploinsufficient littermates (Fig. 5C). We further evaluated unfolded protein levels using the TPE-MI assay and results again show normalization to WT levels in the combined Ifnar^+/−^ Fancd2^−/−^ genotype (Fig. 5D). Critically, phenotypic correction through loss of a single Ifnar1 allele was accompanied by rescue of fetal liver cellularity and restored HSPC numbers in Fancd2^−/−^ littermates to WT levels (Fig. 5E). Representative flow cytometry plots for these experiments are shown in Fig. S5A. To determine the functional impact, we plated Ifnar^+/−^ Fancd2^−/−^ FL HSPC for colony forming unit (CFU) assay and showed that Ifnar^+/−^ Fancd2^−/−^ FL progenitors provide significantly improved colony formation compared with Fancd2^−/−^ fetal liver cells (Fig. 5F). The same observation holds true for adult Ifnar1^+/−^ Fancd2^−/−^ BM cells (Fig. 5F). To explore alterations of sterile inflammation as a potential contributor to human Fanconi anemia pathogenesis we also mined human FA RNA sequencing data^21^ and found significantly elevated levels of IFN-α receptor-1(IFNAR1), IFN-α receptor-2 (IFNAR2) and IFN-γ receptor-2 (IFNGR2) genes in human FA patient HSPCs (Fig. S5E). Altogether, our data support a novel role for FANCD2 in restraining sterile inflammation and protein synthesis to maintain proteostasis and safeguard FL HSC pool expansion (Fig. 5G).

**Fig. 5:**
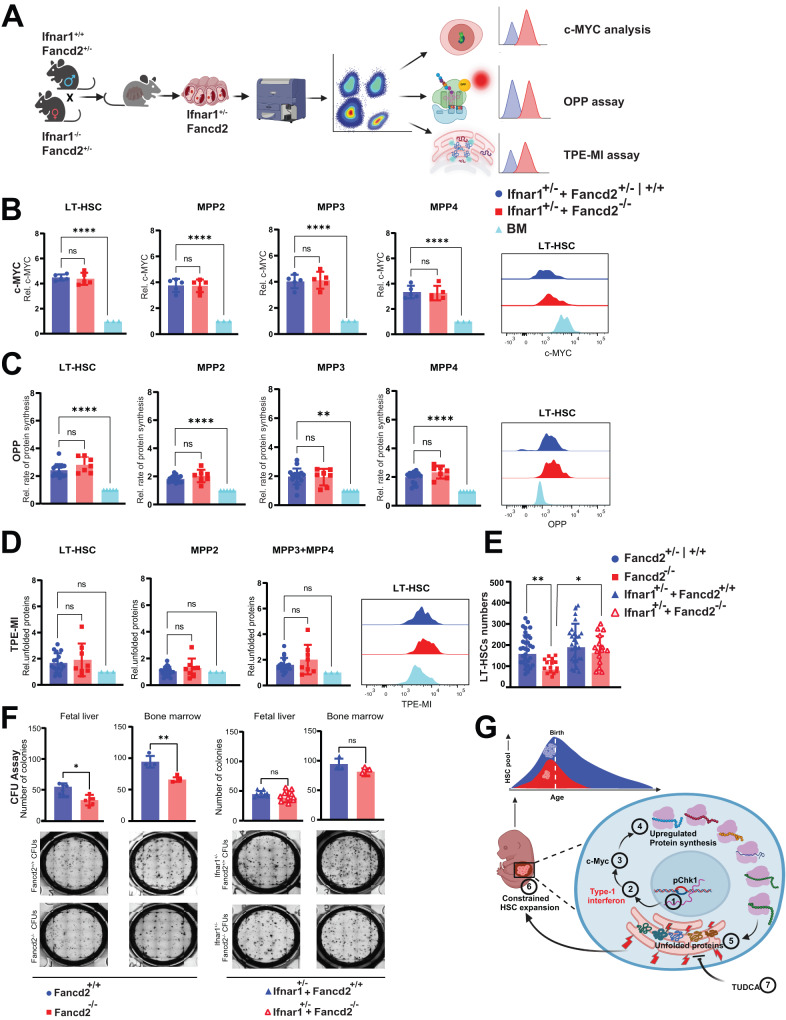
Ifnar1 haploinsufficiency rescues Fancd2^−/−^ FL HSPC deficits. **A** Schematic representation of timed mating and experimental overview created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. **B** Genetic deletion of one Ifnar1 allele normalizes endogenous MYC levels in Ifnar1^+/−^ Fancd2^−/−^ (*n* = 5/3) relative to Ifnar1^+/−^ Fancd2^+/+^, and Ifnar1^+/−^ Fancd2^+/−^ (*n* = 6/3) FL HSPCs. **C** Relative rates of protein synthesis by in-vivo OPP analysis in Ifnar1^+/−^ Fancd2^+/+^, Ifnar1^+/−^ Fancd2^+/−^ (*n* = 17/5) and Ifnar1^+/−^ Fancd2^−/−^ (*n* = 7/5) FL HSPCs and representative histogram of LT-HSCs. **D** Relative levels of TPE-MI MFI measuring unfolded proteins in Ifnar1^+/−^ Fancd2^+/+^, Ifnar1^+/−^ Fancd2^+/−^ (*n* = 17/3) and Ifnar1^+/−^ Fancd2^−/−^ (*n* = 8/3) FL HSPCs and representative histogram of LT-HSCs. **E** Loss of one Ifnar1 alleles restores Fancd2^−/−^ LT-HSC numbers to Fancd2^+/+^ levels in fetal livers from E14.5 embryos: Fancd2^+/+^ Fancd2^+/−^ (*n* = 37/11), Fancd2^−/−^ (*n* = 22/11) (*P* = 0.01), Fancd2^−/−^ (*n* = 22/11) vs Ifnar1^+/−^ Fancd2^−/−^ (*n* = 17/10) (*P* = 0.04), Ifnar1^+/−^ Fancd2^+/+^, Ifnar1^+/−^ Fancd2^+/−^ (*n* = 33/10) and Ifnar1^+/−^ Fancd2^−/−^ (*n* = 17/10). **F** Colony forming unit (CFU) formation by Fancd2^+/+^ (*n* = 7/3) or Fancd2^−/−^ (*n* = 6/3) whole fetal liver cells (60 K) were plated on complete methylcellulose medium, and colonies were quantified after 7 days (far left panel = 0.045), CFU formation by adult BM lineage negative cells by (5 K) of *Fancd2*^*+/+*^ (*n* = 3 mice), Fancd2^−/−^ (*n* = 3 mice) (left panel *P* = 0.02. CFU formation by Ifnar1^+/−^ Fancd2^+/+^ (*n* = 9/3), Ifnar1^+/−^ Fancd2^−/−^ (*n* = 9/3) whole fetal liver cells (60 K) (right panel *P* = 0.9),and CFU formation by adult BM lineage negative cells (5 K) of Ifnar1^+/−^Fancd2^+/+^ (*n* = 3 mice)), Ifnar1^+/−^Fancd2^−/−^ (*n* = 3 mice) (far right panel, *P* = 0.71). **G** Graphical abstract (created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license) of the proposed model with increased sensitivity of Fancd2^−/−^ FL HSPCs sterile inflammation driving proteostasis disruption and limited fetal HSC pool expansion in Fanconi Anemia mice. Data are represented as mean ± SEM. In **B**, **C**, **D**, and **E** One-way ANOVA was considered for statistical analysis, and in **F** data are represented as mean ± SD, *t*-test was used for statistical analysis. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 and ns: non-significant. All statistical analyses are two sided and were performed with GraphPad Prism7.0 software. Source data are provided as a Source Data file.

## Discussion

Here, we report the pathophysiologic origin of HSC deficits in Fancd2^−/−^ fetuses. The mechanism by which this occurs involves an ER stress response that disrupts protein homeostasis and constrains developmental HSC pool expansion. Mechanistically, our study points to the potentially deleterious consequences of inflammation, otherwise required for emergence and expansion of the developing fetal HSC pool and suggests a strategy for pharmacologic mitigation of proteostasis disruption in FA^37,38^.

The fetal HSC phenotype is highly proliferative, supporting the emergence and coordinate expansion of the fetal HSC pool that sustains lifelong hematopoietic and immune function. Crosstalk with stromal and other components in the successive niches of fetal liver and BM continuously adapts HSC output to physiological needs, a system guarded by genome repair and balanced protein metabolism. FA-associated BMF is generally thought to reflect the role of the canonical FA pathway in DNA repair. In patients and murine models, the FA HSC pool is already sharply reduced at birth, precipitating symptomatic BMF early in the life of patients^8,15,21^. However, the endogenous triggers for FA BMF in general, and fetal losses in particular, remain to be clarified.

To begin resolving the origins of hematopoietic failure in FA we first narrowed the emergence of HSC pool deficits in a murine Fancd2^−/−^ model to mid-gestation. Experiments show that these deficits in expansion coincide with a pathophysiological p-Chk1 response, evident between E12.5 and 14.5, when delayed S-phase progression restrains the otherwise rapid expansion among Fancd2^−/−^ fetal liver HSPCs^23,39,40^. The data reinforce the known role of p-Chk1 in maintaining HSC pool integrity under proliferative stress and illustrate that fetal FA HSPC deficits, unlike the adult FA phenotype, result from a lack of expansion, not apoptotic attrition^6^.

To better understand the molecular events that account for the observed phenotypic deficits in the fetal Fancd2^−/−^ HSC pool we turned to single cell RNA sequencing data, where GSEA analysis of Fancd2^−/−^ FL HSPC pointed to deregulated proteostasis, with strong induction of MYC targets, enhanced ribosome biogenesis and ER stress. With translation as the most error prone aspect of gene expression, controlled rates of protein synthesis are critical for HSC integrity^7^ in particular. Disruption of proteostasis with loss of function, seen in heritable “ribosomopathies” such as Diamond Blackfan-Anemia or Shwachman-Diamond Syndrome are well understood to cause BMF^41–43^. But similarly, gains in ribosomal protein transcription and synthesis rates during aging or following experimental PTEN inactivation, can also confer functional deterioration when the accumulation of misfolded proteins during stress exceeds the HSC-specific, low tolerance^44–46^. The observed increase in ribosome biogenesis in fetal Fancd2^−/−^ HSPC also aligns with observations in FA patients, and speaks to the recent suggestion that both loss or gain of protein synthesis can constrain HSC function^7,47^. To protect expansion in the fetal liver, HSPCs typically require suppression of ER stress, a process supported by fetal-specific bile acids that serve as chaperones to enhance folding^31^. We took advantage of the latter observation to show that fetal Fancd2^−/−^ HSPC are amenable to pharmacological rescue by external bile acid supplementation. The molecular chaperone TUDCA, serially administered to midgestational dams, reduces the unfolded protein burden and rescued fetal Fancd2^−/−^ cell numbers.

With proteostatic deregulation as a proximal mechanism for fetal HSC expansion failure in FA, we wanted to identify a plausible source. Again, careful analysis of the fetal Fancd2^−/−^ HSPC and stromal transcriptome provided clues, with broad enrichment in inflammatory pathway activation in excess of what is seen during expansion of HSPCs in WT fetuses^2,48–50^. IFN-α is a physiologic component of the inflammatory response in fetal HSPCs during mid- and late gestation and critical for the transition from fetal to adult hematopoiesis^4,51^. Conceptually, the premise that sterile inflammation plays a role in FA pathophysiology is supported by the known vulnerability of FA hematopoietic cells to experimental inflammatory stress. For example, chronic stimulation with poly(I:C), a synthetic TLR-3 ligand and potent activator of IFN-α, leads to a collapse of (adult) FA hematopoietic function^21,52^. Compelling, direct evidence for a role during development comes from our study of Fancd2^−/−^ Ifnar1^+/−^ crosses that maintain a lower level of Type I IFN activity^51,53^. Here, the dampened fetal inflammatory response in these fetuses (in the context of a FANCD2 deficiency) blunted MYC levels and mitigated proteostasis disruption, sufficient to restore fetal LT-HSCs numbers and colony forming fitness in both fetal liver and adult BM cells. By contrast, a complete loss of IFNAR1 signaling in the double knockout (Fancd2^−/−^ Ifnar1^−/−^) crosses severely compromised viability and does not rescue FA HSPCs, strikingly similar to the fetal outcomes when TGF-β signaling in Fancd2^−/−^ littermates is abrogated, as recently reported^36^. Together, these studies further confirm the fetal requirement for baseline levels of tonic inflammation. Likewise, broad pharmacologic inhibition of MYC dramatically reduces survival in FA cells that depend on some level on MYC activity and potentially selective MYC target activation.

Our model has limitations. Sterile inflammation in the FL environment involves several mediator pathways and cellular sources and we cannot fully rank effects of monocytes and specialized macrophages (Kupffer cells) versus HPSC’s as sources of inflammatory signals in the FL niche^54^. From a pathophysiological point of view, this may be secondary as LT-HSC are clearly the most vulnerable to inflammation and proteostasis disruption, and most amenable to pharmacologic rescue. It is possible that other active pathways contribute to FA HSPC losses in the fetal liver. Like other recent papers, this study did not aim to define the precise signals that connect ER protein accumulation with HSPC proliferation, but it clearly demonstrates that restoration of protein folding as a rescue mechanism is operative in FA^7^. Experimental systems outside the FA phenotype may ultimately be more suitable for this. While there is no known sex-specific FA phenotype, our approach in evaluating both male and female embryos precludes any determination of sex bias in these observations. Finally, Fancd2 is one of 23 genes involved in FA, and while Fancd2^−/−^ mice constitute a paradigmatic model system, our observations should be validated in other genotypes.

Thus, our study provides direct evidence that proteostasis deregulation constrains HSPC expansion in FA, revealing for the first time the developmental context and a mechanism that limits fetal HSPC numbers in a murine model of FA. The aggregate data support a working model (Fig. 5G), whereby pathophysiologic replication stress associated with FANCD2 loss of function and tonic sterile inflammation can activate MYC in the fetal hematopoietic environment. This accelerates protein synthesis and overwhelms ER folding capacity. The events that we show are amenable to pharmacological rescue, unlike apoptotic attrition seen in FA adult BM. Without FANCD2, however, ER stress response and p-Chk1 are engaged, respectively, for the protection of fetal proteome and genome integrity. The rapid pace of postnatal exhaustion of hematopoietic function in FA patients would appear to be a natural consequence of the profound fetal FA HSC pool deficits described here. More broadly, the current work suggests a link by which inflammation and proteostasis shape the developing HSC pool. Our observations imply that both unfolded protein response (UPR) and proteostasis may constitute potential therapeutic targets for the rescue of HSC pool development and functional fitness in FA.

## Methods

### Animal husbandry, timed pregnancies, and transplantation studies

All animal experiments were approved by OHSU or CHOP Animal Care and Use Committees, respectively. Murine Fancd2 is highly homologous to human FANCD2 with 44 exons (Gene bank accession #: BC042619) Fancd2 knockout (Fancd2^−/−^) mice (C57BL/6 strain, CD45.2 isotype) were generated by a gene-trap method in the laboratory of Alan D’Andrea (Dana-Farber Cancer Institute, Harvard Medical School, Boston, MA). These Fancd2^−/−^ mice had a phenotype similar to that observed in a previous report (Houghtaling et al.^55^). Upon gross examination Fancd2^−/−^ mice were consistently smaller than Fancd2^+/+^ than littermates indicating the general developmental defects in Fancd2^−/−^ mice. Fancd2^+/+^ and Fancd2^−/−^ fetuses were harvested from timed pregnancies (vaginal plug method) generated by crossing heterozygous Fancd2^+/−^ female with Fancd2^+/−^ male mice. C57/BL6 background, CD45.2 isotype Fancd2 KO mice were bred and used for experiments. Fancd2^−/−^ embryos (E14.5) were utilized for fetal liver studies. Transplantation studies were carried out with B6.SJL-Ptprca Pepcb/BoyJ (CD45.1 isotype) recipients. Fetal livers were dissected from pups and separated by mechanical disruption, filtration, and subsequent red blood cell lysis to get mononuclear cells. Bone marrow was harvested from femurs and tibias of 8–12-week-old Fancd2^+/+^ and Fancd2^−/−^ animals. Tissues were genotyped for zygosity using primers sets and thermocycler reaction settings listed in supplementary Table-2. For studies involving Ifnar1 KO animals (CD45.2, C57BL/6) were purchased from Jackson Laboratory (colony Stock No. 028288) and 7−8-week-old mice were utilized for timed pregnancies to generate Fancd2^−/−^ Ifnar1^+/−^ embryos (E14.5) by crossing Fancd2^+/−^ Ifnar1^+/+^ mice with Fancd2^+/−^ Ifnar^−/−^ mice. Mice were housed in a specific pathogen-free (SPF)-grade controlled environment. ALPHA-dri was used as the cage bedding material with the room temperature ranging from 23–27 °C, and humidity of 30–45%. All mice were maintained under a 12-h light/dark cycle and had free access to sterile water and food (5015 (Lab Diet, catalog 0001328, with a metabolizable energy value of 3.59 kcal/g) in wired feeders above the floor of the cage. Animals were euthanized by exposing them to CO_2_ (carbon dioxide) followed by the physical method of cervical dislocation.

There was no a priori blinding of experimental cohorts at the time of analysis. The experiments described otherwise conformed to the ARRIVE guidelines for reporting animal research.

### Transplantation

Harvested and RBC-lysed E12.5 FL cells (5 × 10^5^) were injected via the tail vein in CD45.1 recipients that received 750 cGy using an X-ray irradiator (single dose) At 20 weeks from transplantation, animals were sacrificed, tissues analyzed, and secondary transplantation was performed with injection of 1 × 10^6^ whole bone marrow (WBM) BM cells into 750 cGy irradiated CD45.1 secondary recipients. Peripheral blood from both primary and secondary recipients was analyzed for chimerism, using antibodies against Gr-1, Mac-1, B220, CD3e and DAPI, by FACS. For adult BM transplant experiments, recipients received 1.5 × 10^6^ WT and Fancd2^−/−^ cells at a 1:1 ratio, followed by IP injection of TUDCA in one cohort or an equal volume of 1× sterile PBS.

### Mouse embryonic fibroblast (MEF) isolation

E14.5 embryos were harvested from timed pregnancy from Fancd2^+/−^ females to yield Fancd2^−/−^ and Fancd2^+/+^ embryos. Tissues were minced and trypsinized for 10 min at 37 °C for 10 min. This was followed by washing with complete media and passage of the cell suspension through the 70 μm cell strainers to remove the tissue debris. Cells were then seeded into 0.2% gelatin-coated 100 mm cell culture dishes with 10 ml media (DMEM, 10% FBS, 1% PS) and passaged at ratios of 1:3. When confluent, MEFs were either used directly or stored by cryopreservation in DMSO.

### Colony formation unit (CFU) assay

Harvested and RBC-lysed whole FL or lineage-depleted adult BM cells were counted using trypan blue stain and mixed with cytokine-supplemented mouse methylcellulose media (R&D Systems, HSC007). Triplicates were cultured in 3.5 cm dishes at 37 °C. After 7 days, colony numbers were scored under an inverted light microscope.

### Immunophenotyping

Single cell resuspended FL or BM mononuclear cells underwent red cell lysis treatment before staining with cKIT at 1:100 concentration (BioLegend 105819), SCA1 (eBioscience 25-5981-81), CD135 (BioLegend), CD48 (BioLegend 103422), and CD150 (BioLegend 115925) antibodies, as well as the lineage antibodies: B220 (BD 553090), GR1 (BioLegend 108408), CD3 (BD 555275), CD4 (BD 553653), CD5 (BD 553023), and TER119 (BD 553673) at the manufacturer’s recommended concentrations. Cells were stained for 30 min on ice, protected from light. Blocking and washing buffer contained 2%FBS/ PBS. For viability, dead cell exclusion staining using DAPI (Thermo 62248, 1μg/ml) was included at a concentration of 1 μg/ml. Flow cytometric analysis was performed using FACS Canto2 and LSR2 instruments (BD Biosciences). For intracellular staining, FL or BM mononuclear cells were stained with surface markers and fixed with 2% PFA for 15 minutes, permeabilized with 0.5% saponin and stained with anti-p53, anti-p53S15 and anti-Cdc7. Samples were acquired with a LSR2 (Becton-Dickinson) and data were analyzed using FlowJo (10.6.1) software to quantify mean fluorescent intensity (MFI). Reagent Supplementaary Table 1 for details.

### Immunofluorescence Microscopy

FACS-sorted cells (5–500 × 10^3^) were spun onto glass slides using a cytocentrifuge, followed by incubation with or without Cytoskeletal (CSK) buffer for 10 min at room temperature and fixed in 4% PFA. Permeabilization was performed by the addition of 0.5% Triton and blocking with 3% BSA/PBS at 37 °C for 30 minutes. Primary antibody staining was performed on parafilm at 37 °C or 30 min, and secondary antibodies were used with 1:1000 dilution at 37 °C for 30 min. For nuclear staining, DAPI was used at room temperature for 10 min. For coverslip mounting we used Fluoromount-G (Southern Biotech, 0100). Images were captured on a Core DV microscope (Olympus) and via LSR700 confocal microscope (Carl Zeiss). Images were processed and analyzed with Imaris software (Bitplane). See Supplementary Table 1 for reagent details. To detect ssDNA, we used FlowSight (Amnis) and analyzed with IDEAs software (Amnis).

### Quantitative RT-PCR analysis

RNA was isolated using the RNeasy mini and micro kits (QIAGEN). SuperScript IV VILO Master Mix (Invitrogen) was used for cDNA synthesis. For RT-PCR, PowerUp™ SYBR™ Green Master Mix was used from Applied Biosystems. Multiplex real-time PCR was performed with the MYC targets PCR array (QIAGEN) following the manufacturer’s instructions using the Applied Biosystems ViiA™ 7 Real-Time PCR instrument.

### EdU/ BrdU cell cycle assay

We used a previously reported assay^22^ with sequential reagent injection via the tail vein in E13.5 pregnant females with 1 mg of EdU, followed 2 h later by 2 mg of BrdU. After 30 min FLs were harvested and individually processed. Isolated FL mononuclear cells were stained with surface markers (CD150, CD48, c-Kit, Sca-1, Lin) and fixed in 2% paraformaldehyde (PFA) for 15 min, followed by permeabilization with 0.5% saponin and stained with anti-EdU-AF488. To stain with an anti-BrdU antibody, we treated with 20ug of DNAse in PBS (containing Ca2+, Mg2+) at 37 °C for 40 min before staining with BrdU-AF647 (Thermo, B35140). Analysis was performed with FACS on an LSR2 instrument (Becton-Dickinson).

### O-Propargyl-puromycin (OPP) assay

For in vivo analysis of rate of translation O-Propargyl-Puromycin (OP-Puro) (Tocris Bioscience; 1416561-90-4) 50 mg/kg body mass; pH 6.4–6.6 resuspended in PBS was injected intraperitoneally into pregnant females at E-14.5 days, 1-hour later mice were euthanized. Dam BM and fetal liver cells were collected as described. RBC lysis was performed with 1× RBC lysis buffer, followed by cell were wash with 1× Ca2+ and Mg2+ (PBS). Stained with combinations of surface lineage markers (CD3, CD4, CD5, B220, Gr-1, Ter119), as well as CD150, CD48, c-Kit, Sca-1, and CD135 (for detail see Table S1) for 30 min on ice, in the dark, followed by washes with 1× PBS and fixation with BD fixative buffer for 15 min in the dark on ice. After washing with 1× PBS, cells were permeabilized in 200 μl PBS supplemented with 3% fetal bovine serum (Sigma) and 0.1% saponin (Sigma) for 5 min at room temperature, protected from light, and then an azide-alkyne click chemistry reaction was performed at room temperature using the Click-iT cell Reaction Buffer Kit. Azide was conjugated to Alexa Fluor 555 (AF555) (Invitrogen, C10642) at 5 μM final concentration for 30 min. Dam bone marrow cells served as unstained control, i.e., they were stained as described above; however, click-iT chemistry reaction was performed without AF555. Samples were acquired by LSR Fortessa and analyzed by FlowJo (10.6.1) software. Results were plotted as OPP median fluorescence intensity (OPP-MFI) using the GraphPad Prism 7.0 software.

### MYC protein expression studies

To analyze the levels of MYC expression in Fancd2^−/−^ fetal livers, cells were harvested from E14.5 embryos, and the dam femur BM cells as control. RBC lysis was performed, and cells were stained for 30 minutes on ice with antibodies against cell surface markers (CD3, CD4, CD5, B220, Gr-1, Ter119, CD150, CD48, c-Kit, Sca-1, and CD135; details in Table S1). After staining, cells were washed twice in Ca2+ and Mg2+ free phosphate buffered saline (PBS), fixed, permeabilized, and blocked. Cells were then stained with a primary anti-MYC antibody (Cell Signaling Technologies, D84C12) on ice for 30 minutes, followed by PBS washing and staining with a secondary antibody (Invitrogen,12-4739-81) for 30 min on ice. Cells were washed twice with PBS, and samples were acquired on LSR-Fortessa instrument. Data was analyzed by FlowJo (10.6.1) software and results were plotted as median fluorescent intensity using GraphPad Prism 7.0 software.

### Tetraphenylethene maleimide (TPE-MI) assay

To determine unfolded protein levels, fetal liver cells and bone marrow cells were harvested from the E-14.5 embryos and tibia and femur of the dams, respectively, followed by staining with cell surface markers described above. After surface epitope staining, cells were washed twice in Ca2+ and Mg2+ free phosphate buffered saline (PBS), followed by Tetraphenylethene maleimide (TPE-MI; stock 2 mM in DMSO) diluted in PBS (50 mM final concentration). This was added to each sample, and samples were incubated at 37 °C for 45 minutes. Samples were washed in PBS and fixed with fixative buffer for 15 min on ice then samples were washed twice with PBS and acquired by flow-cytometry using an LSR-Fortessa instrument. We cultured lineage-depleted bone marrow cells with 1 μM of Thapsigargin (Med Chem Express, HY-13433) for 4 h in vitro as a positive control; unstained cells served as an experimental negative control.

### Proteasome activity assay

LSK cells were sorted from the total fetal liver and dams BM cells after RBC lysis and surface staining and sorted cells were plated in triplicates (5 × 10^3^ cells in 100 μl/well) from each sample into the 96 well plates and 100 μl of reconstituted proteasome -Glow chymotrypsin like cell-based assay substrate (Promega) were added to each well and contents were mixed properly by plate shaker for 2 min at 700 rpm. After 10 min of incubation at room temperature luminescence was measured by Tecan infinite-M200 multimode plate reader and results were plotted by GraphPad Prism 7.0 software.

### Proteostat assay

Fetal livers from WT and Fancd2^−/−^ FL were isolated and cells were sorted for KSL immunophenotype (Lin^-^, c-kit^+^, Sca-1^+^) on a FACS -Aria Fusion sorter. Sorted cells were then seeded onto positively charged glass slides, fixed, permeabilized and incubated with Enzo Proteostat Detection Reagent (Enzo Life Sciences, cat #: ENZ-51035-K100). A DAPI nuclear counterstain was applied. Slides were mounted on coverslips and imaged with a Nikon Eclipse 50i microscope, using Micro-Manager analysis software.

### TUDCA (Tauroursodeoxy-cholic acid) treatment

TUDCA (Sigma-Aldrich) was dissolved in sterile PBS and that was intraperitoneally (IP) injected (7.5 mg/kg) into pregnant mice serially from embryonic day 10.5–14.5 of pregnancy and E14.5 embryos were harvested one hour after TUDCA injections for TPE-MI analysis. For ex vivo culture Fancd2^−/−^ fetal liver cells were cultured for 18 h in Stem Span media, supplemented with IL-6 (500 μg), IL-3 (500 μg) and SCF (2500 μg), in 50 ml Stem Span and 1% PS. For adult BM transplant experiments, recipient animals received daily serial TUDCA (IP) injections followed by two injections per week for 10 weeks at 7.5 mg/kg.

### Single-cell RNA sequencing

DNA was extracted from a small amount of tissue from each embryo harvested at E13.5 using the KAPA Mouse Genotyping Kit (Roche, KK7352). The genotype and sex of each embryo was then determined via end-point PCR with the Hot Start Taq Master Mix Kit (Qiagen, 203443) or qRT-PCR with Power SYBR™ Green PCR Master Mix (Applied Bioscience, 4367659), respectively (Supplementary Table 4). Fancd2^−/−^ embryos were identified, along with sex-matched WT littermate controls where possible. Fetal livers were dissected and mechanically digested in 900 µL ice-cold PBS + 0.04% BSA (PBS+) via pipetting, before shaking at 220 rpm for 10 min at 37 °C in 0.3% collagenase I (StemCell Technologies, 07416). Samples were washed with 5 mL ice-cold PBS+ and centrifuged, followed by resuspension in 2 mL ice-cold freshly prepared 1× RBC lysis buffer (Invitrogen, 00-4300-54). They were incubated on ice for 1 min and pelleted again, followed by resuspension in 1 mL ice-cold PBS+, and left on ice until staining for FACS. All centrifugation was performed at 400 × *g* for 5 min at 4 °C, and all cell pellet resuspension was performed using wide-bore pipette tips. To safeguard adequate representation of smaller cell populations in the dataset, we first selectively depleted FL cells of the predominant Ter119 expressing erythroid cells before submission for library construction and sequencing. Samples were centrifuged and resuspended in a 1:100 dilution of FITC anti-mouse TER-119 antibody (BioLegend, 116206) with PBS and incubated on ice for 20 minutes, protected from light. After washing with 1 mL ice-cold PBS+, samples were centrifuged and resuspended in 300 µL ice-cold PBS+ with 5 µL propidium iodide (PI) solution (Miltenyi Biotec, 130-093-233). After at least 5 minutes on ice, protected from light, samples were sorted for live Ter119-negative cells using a FACS-Jazz instrument, and a cell count with Trypan blue was performed to assess cell viability. Samples were suspended in PBS at a concentration of 1000 cells/µL and submitted to the Children’s Hospital of Philadelphia Center for Applied Genomics for same-day library generation.

### Library generation and 10X genomics sequencing

For library preparation, standard procedure was followed as written in the Chromium Single Cell 3’ Reagent Kits User Guide (v3.1 Chemistry). Library QC was performed using the Agilent Tape Station (High Sensitivity D1000 Screen Tape, 5067-5584; Reagents, 5067-5585) and KAPA Library Quantification Kit (Roche, 07960336001), followed by sequencing on the Illumina NovaSeq 6000 using a S2 100 cycles flow cell v1.5.

### Sequencing data analysis

Raw data was processed with Cell Ranger to obtain a gene-cell read count matrix. 

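The stated limits removed more barcodes of Fancd2-/- 1.1 than of WT 2.1. Of 10515 barcodes in WT 2.1, 9431 (89.7%) passed, and of 9831 in Fancd2-/- 1.1, 8039 (81.8%). Mitochondrial transcripts at or above 5% of UMIs were found in 962 barcodes (9.15%) of WT 2.1 and 1438 (14.6%) of Fancd2-/- 1.1, and more than 6000 genes in 122 and 359. Among the passing cells the median depth was 20880 UMIs in WT 2.1 and 23190 in Fancd2-/- 1.1, and mitochondrial transcripts took 2.98% and 3.61% of all UMIs. Of the genes in the files, 18246 were found in at least 3 cells. Scrublet, as implemented in scanpy, called 259 (2.75%) of the passing cells of WT 2.1 and 222 (2.76%) of those of Fancd2-/- 1.1 doublets, which were kept.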

Data were filtered using Seurat version 4.0.1 to only include: genes detected in at least 3 cells; cells with 200–6000 detected genes cells with reads from mitochondrial genes less than 5% of total reads. Cells from all libraries were pooled together using the Seurat standard integration procedure, and the top 2000 genes with the highest variance. Cells were clustered by applying the PCA method to normalized read counts. Cell clusters were visualized by UMAP and manually assigned to known cell types based on their expression level of marker genes. Read counts of cells from the same biological replicate and cell type were pooled together to generate a gene-sample read count matrix. DESeq2 was applied to all gene-sample matrixes to analyze the differential gene expression between two genotypes. The adjusted fold changes calculated by DESeq2 were used to rank genes for gene set enrichment analysis.

### Resource availability

Further information/requests about resources involved in this study should be directed to and will be fulfilled by the Lead Contact, Peter Kurre ().

### Statistical analysis

All numerical results were expressed as mean ± SEM. As appropriate, two-tailed Student’s *t* tests, Welch test and one-way ANOVA were performed for statistical analyses. All analyses were performed with GraphPad Prism7.0 software. For GSEA analysis both NES and *P* values are statistical outputs from the GSEA run themselves.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

Source data are provided with this manuscript. Single-cell RNA seq data have been deposited in Gene Expression Omnibus (GEO) with accession number: GSE173908. We also re-analyzed the published human scRNA-seq data set deposited in gene Expression Omnibus (GEO) under the accession number GSE157591. Source data are provided with this paper.

## Code availability

This paper does not contain original code.

# Supplementary material for: Deregulated protein homeostasis constrains fetal hematopoietic stem cell pool expansion in Fanconi anemia
**Source:** Nat Commun. 2024 Feb 29;15:1852. doi: 10.1038/s41467-024-46159-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

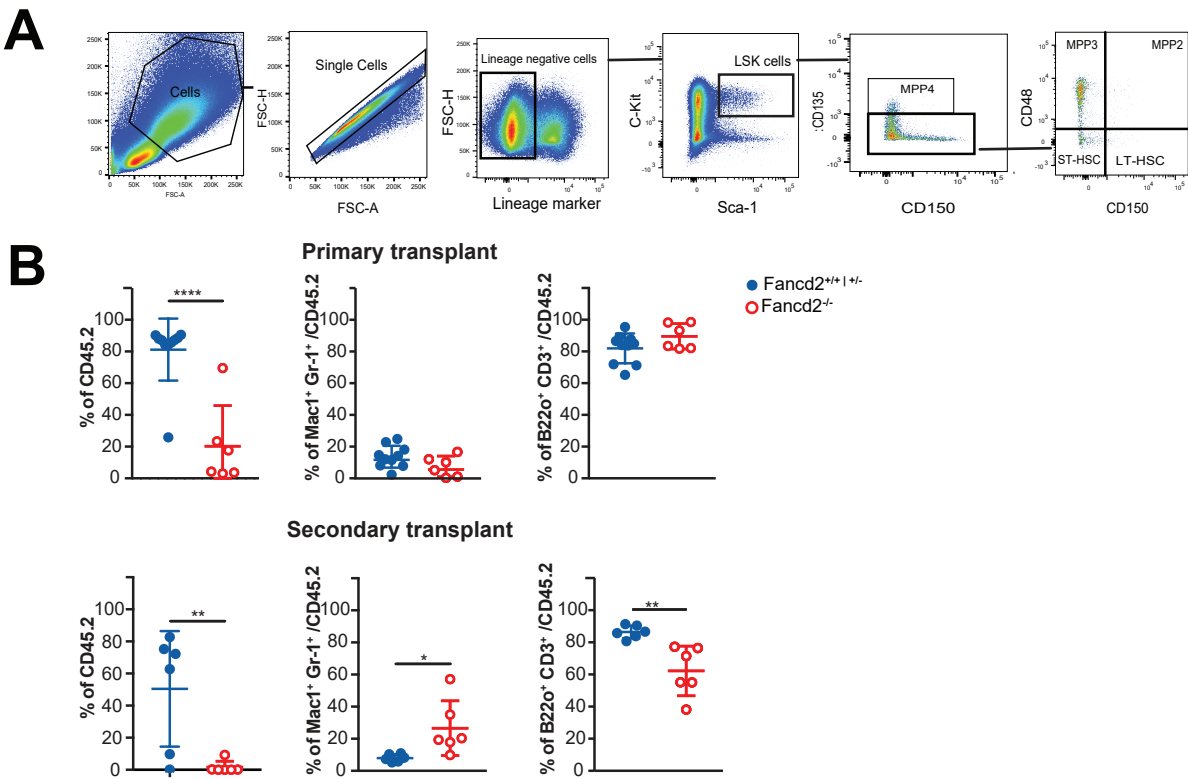

Supplementary Figure 2

A

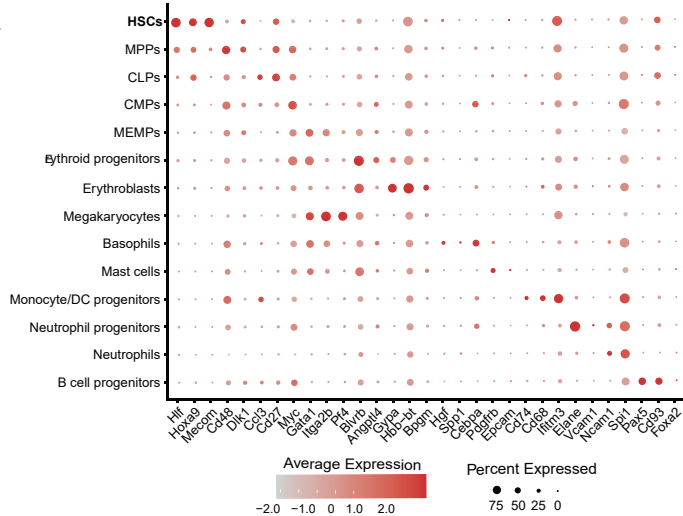

B

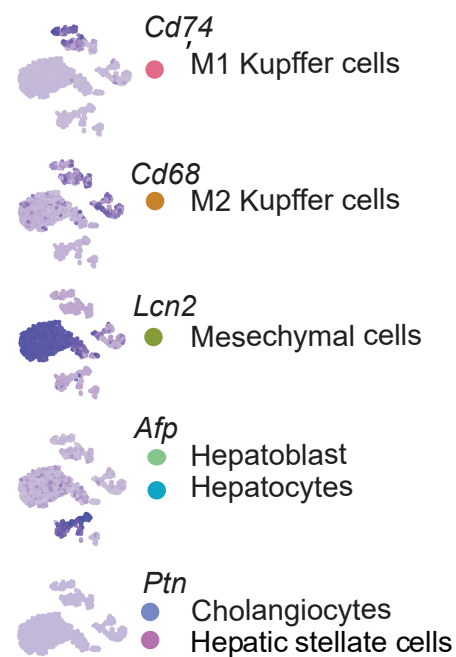

C

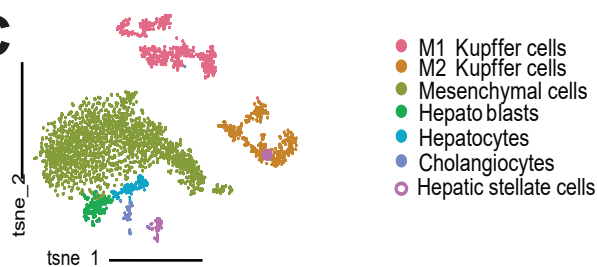

D

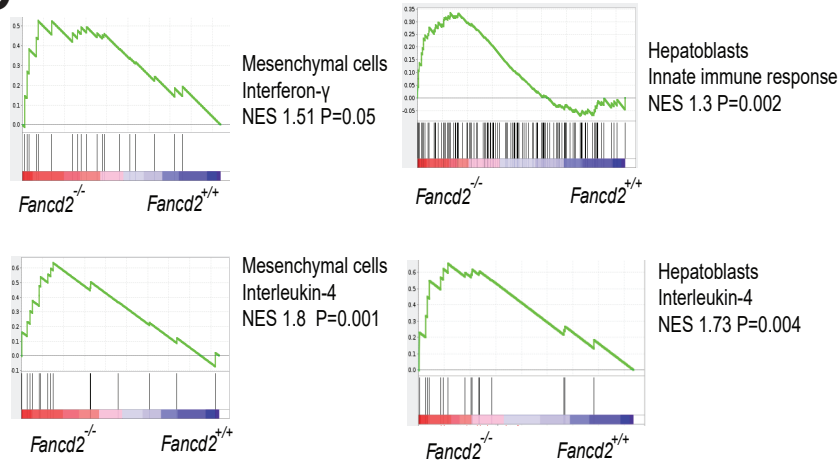

E

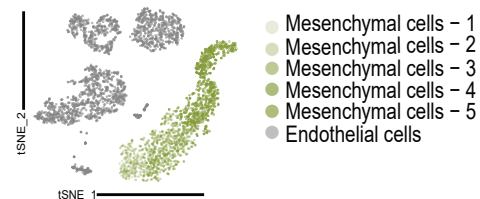

F

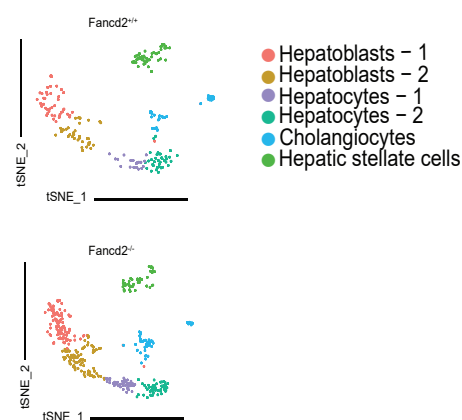

Supplementary Figure 3

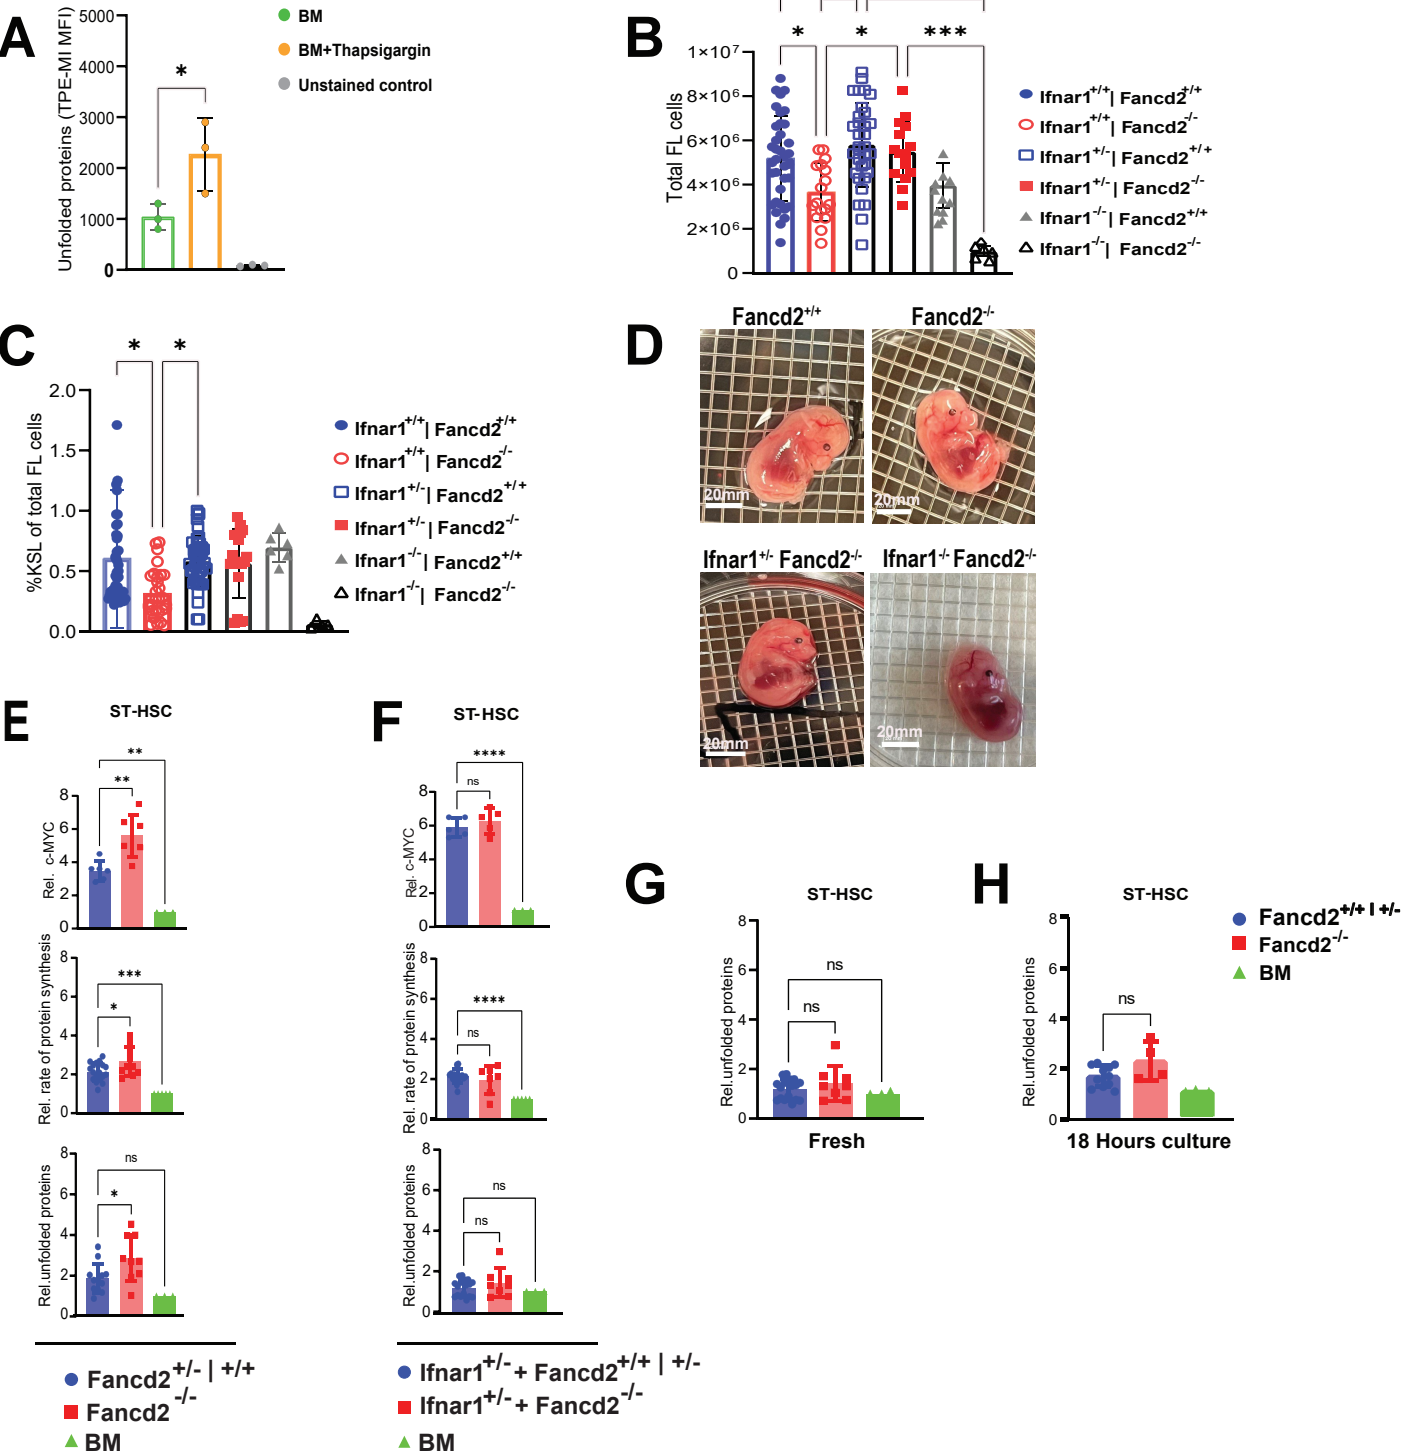

Supplementary Figure 4

A

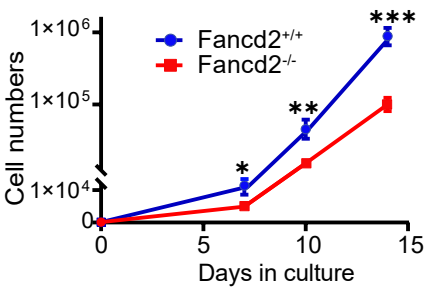

B

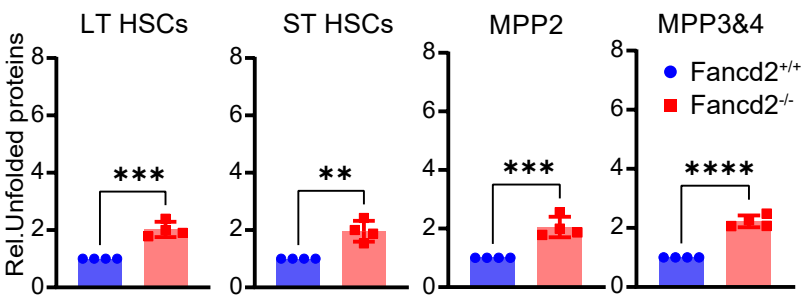

C

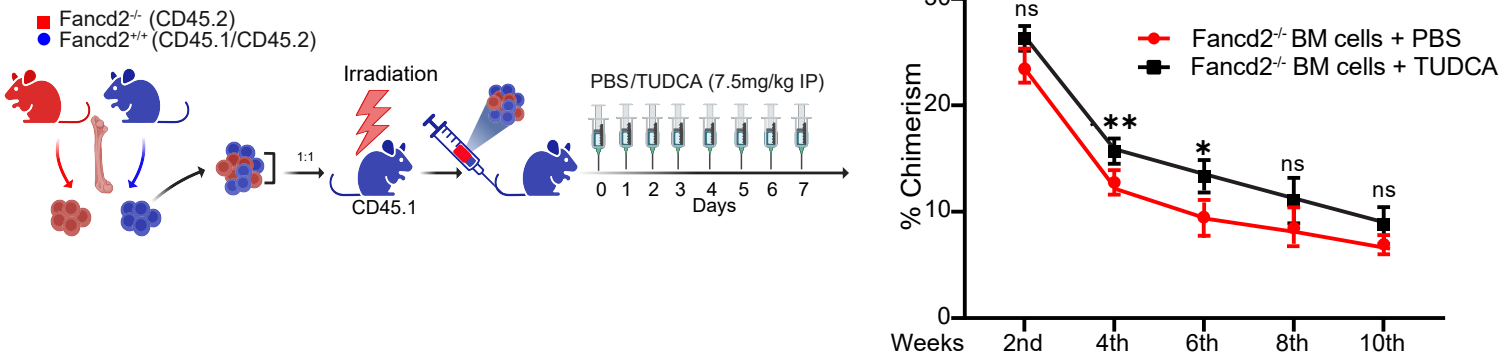

D

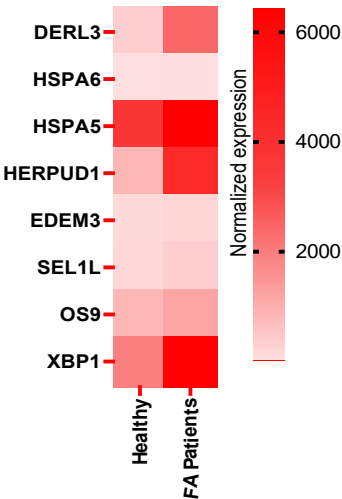

E

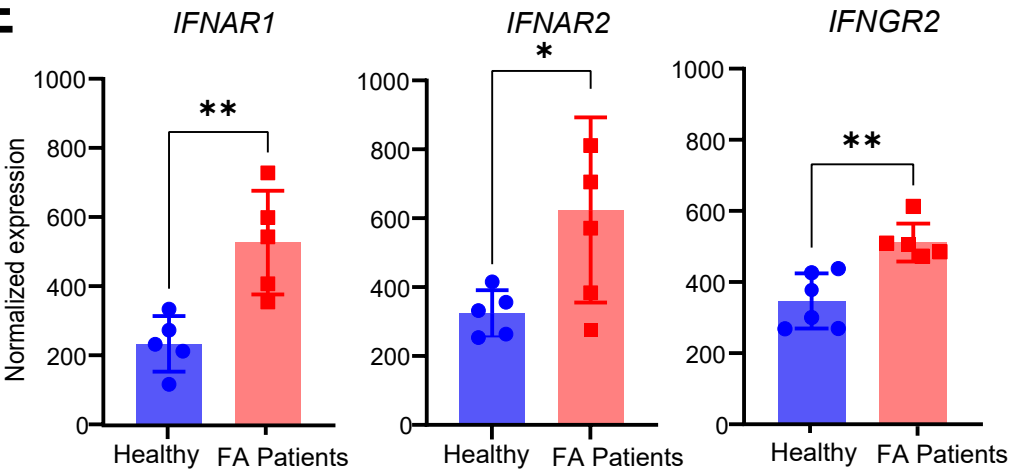

Supplementary Figure 5

A

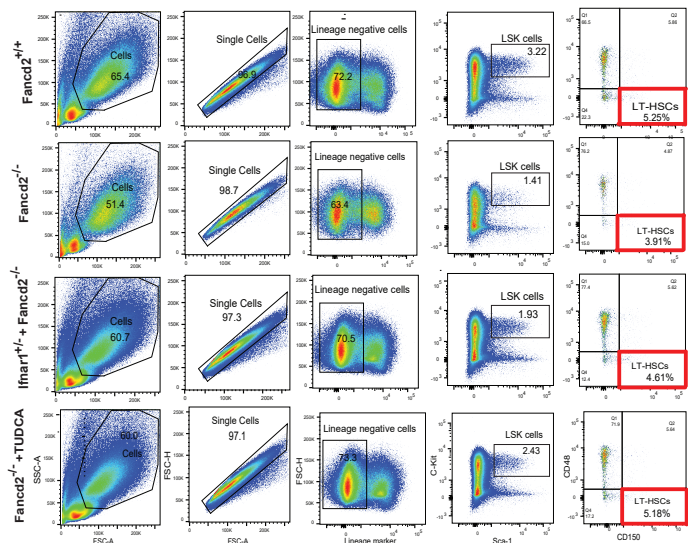

B

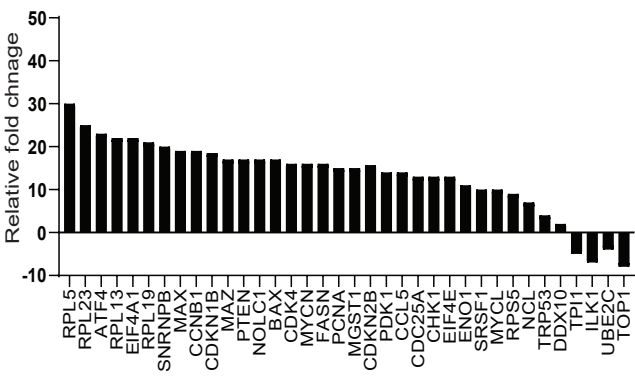

C

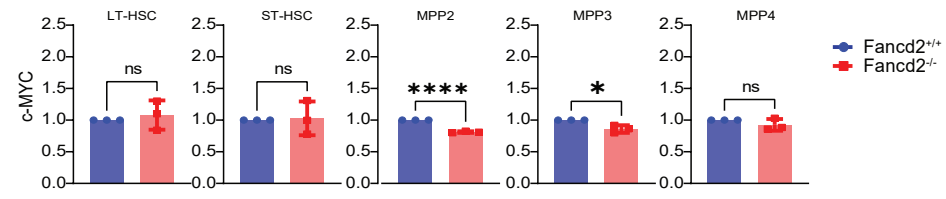

D

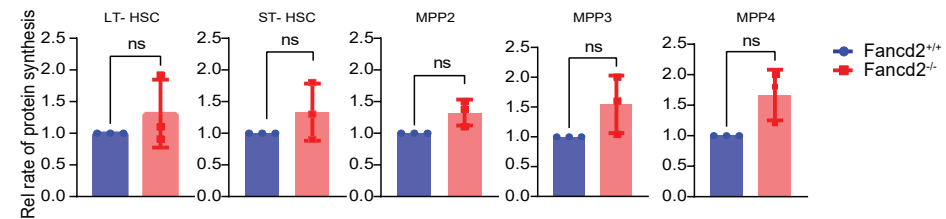

E

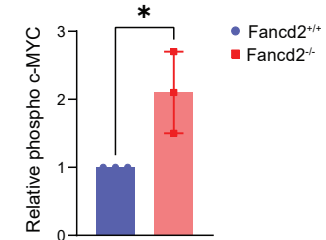

F

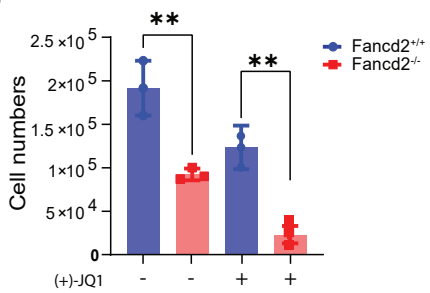

Kovuru et al., Supplementary Figure Legends

Supplementary Fig. S1: Flow cytometry gating strategy for HSPCs and transplantation analysis of E12.5 Fetal liver cells. (A) Representative flow-cytometry gating strategy for HSPC subpopulation analysis with surface staining markers. **(B)** Peripheral blood chimerism after serial transplantation using 5×10^5 E12.5 FL $\text{Fancd2}^{+/+}$ (n=10 mice) and $\text{Fancd2}^{-/-}$ (n=6 mice). Chimerism of total CD45 (left panel), -myeloid $\text{Mac1}^{+}\text{Gr1}^{+}$ (mid panel), and -lymphoid $\text{CD220}^{+}\text{CD3}$ (right panel) populations 9 weeks after primary transplantation (upper panels). Chimerism 9 weeks after secondary transplantation from $\text{Fancd2}^{+/+}$ (n=6 mice) or $\text{Fancd2}^{-/-}$ (n=6 mice) donors (lower panels). Welch's t-test for statistical analysis, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$, **** $P < 0.0001$. Source data are provided as a Source Data file.

Supplementary Fig. S2: Fetal liver niche cell composition and lineage trajectory analysis.

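Among the markers of Fig. S2A, summed over Fancd2-/- 1.1 and WT 2.1, Hlf, Hoxa9 and Mecom were highest in HSC/MPP-like cells, Pf4 in megakaryocyte-like and Pax5 in lymphoid-like cells, whereas Ncam1 was highest in neutrophil-like cells, at 75.9 CPM. In HSC/MPP-like cells Hlf stood at 79.2 CPM, Hoxa9 at 69.1 CPM and Mecom at 25.2 CPM. Pf4, platelet factor 4, stood at 3775 CPM in megakaryocyte-like cells. Elane, neutrophil elastase, was at 850 CPM in neutrophil-like cells and 703 CPM in myeloid and neutrophil progenitor-like cells. Pax5, the B cell transcription factor, was at 13.5 CPM in lymphoid-like cells. Spp1, Epcam and Foxa2 were highest in hepatoblast/hepatocyte-like cells, at 126 CPM, 111 CPM and 26.3 CPM. Lcn2, a neutrophil granule protein, had 88.5% of its UMIs of Fancd2-/- 1.1 and 85.4% of those of WT 2.1 in neutrophil-like cells. The hepatocyte gene Afp stood at 26.6 CPM in erythroid progenitor-like cells of Fancd2-/- 1.1 and 7.91 CPM in those of WT 2.1, where 1965 of 3780 and 869 of 4694 cells had a UMI of it.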

(A) Dot plot showing the expression pattern of marker genes used for identification of hematopoietic subpopulations. **(B)** t-SNE plots illustrating the fetal liver niche cell gene expression pattern of specific marker genes. **(C)** t-SNE plot showing the global fetal liver niche for Kupffer (M1 and M2) cells, mesenchymal cells, hepatoblasts, hepatocytes, cholangiocytes, and hepatic stellate cells. **(D)** GSEA analysis shows $\text{Fancd2}^{-/-}$ mesenchymal cell enrichment for "Response to Interferon- γ " and "Interleukin-4", and $\text{Fancd2}^{-/-}$ hepatoblast enrichment for "Innate immune response" and "Response to interleukin-4". **(E)** Overlay of $\text{Fancd2}^{+/+}$ and $\text{Fancd2}^{-/-}$ mesenchymal and endothelial cell trajectory analyses. **(F)** Differentiation trajectory analysis of $\text{Fancd2}^{+/+}$ and $\text{Fancd2}^{-/-}$ hepatoblast. Source data have been deposited in Gene Expression Omnibus (GEO) with accession number: GSE173908. Source data are provided as a Source Data file.

Supplementary Fig. S3: Validation of TPE-MI staining in BM cells and analysis of cell count

in $\text{Ifnar1}^{-/-}$ - $\text{Fancd2}^{-/-}$ crosses. (A) TPE-MI fluorescence (unfolded protein levels) increases in BM lineage-negative cells after Thapsigargin-induced endoplasmic reticulum stress conditions compared to untreated cells (n=3, t-test for statistical analysis). **(B)** Combined removal of functional Ifnar1 and Fancd2 ($\text{Ifnar1}^{-/-}$ $\text{Fancd2}^{-/-}$) alleles severely affect total FL cell counts. $\text{Ifnar1}^{+/+}$ $\text{Fancd2}^{+/+}$ (embryo numbers: n=36/8), $\text{Ifnar1}^{+/+}$ $\text{Fancd2}^{-/-}$ (n=17/8), $\text{Ifnar1}^{+/-}$ $\text{Fancd2}^{+/+}$ (n=33/), $\text{Ifnar1}^{+/-}$ $\text{Fancd2}^{-/-}$ (n=15/10), $\text{Ifnar1}^{-/-}$ $\text{Fancd2}^{+/+}$ (n=10/3) and $\text{Ifnar1}^{-/-}$ $\text{Fancd2}^{-/-}$ (n=6/3). **(C)** KSL Frequency in FL of

$lfnar1$ and $Fancd2$ genetic combinations showing. **(D)** Representative images of E14.5 $Fancd2^{+/+}$, $Fancd2^{-/-}$, $lfnar1^{+/+} Fancd2^{-/-}$, and $lfnar1^{-/-} Fancd2^{-/-}$ embryos. **(E)** $Fancd2^{+/+} l^{+/+}$ versus $Fancd2^{-/-}$ ST-HSCs comparison of: total c-MYC protein analysis (upper panel) between $Fancd2^{+/+}$ (n=5/3) and $Fancd2^{-/-}$ (n=6/3), the relative rate of protein synthesis (middle panel) between $Fancd2^{+/+} l^{+/+}$ (n=5/3) and $Fancd2^{-/-}$ (n=6/3), and unfolded proteins (bottom panel) between the $Fancd2^{+/+} l^{+/+}$ (n=18/5) and $Fancd2^{-/-}$ (n=10/5). **(F)** $lfnar1^{+/+} Fancd2^{+/+} l^{+/+}$ versus $lfnar1^{+/+} Fancd2^{-/-}$ ST-HSCs comparison of total c-MYC (upper panel) between $lfnar1^{+/+} Fancd2^{+/+}$ (n=5/3) and $lfnar1^{+/+} Fancd2^{-/-}$ (n=5/3), the relative rate of protein synthesis (middle panel) between $lfnar1^{+/+} Fancd2^{+/+} l^{+/+}$ (n=17/5) and $lfnar1^{+/+} Fancd2^{-/-}$ (n=7/5), with unfolded proteins in the (bottom panel) comparison between the $lfnar1^{+/+} Fancd2^{+/+} l^{+/+}$ (n=17/3) vs $lfnar1^{+/+} Fancd2^{-/-}$ (n=8/3) ST-HSCs. **(G)** Analysis of unfolded proteins from $Fancd2^{+/+} l^{+/+}$ (n=19/4), and $Fancd2^{-/-}$ (n=6/4) fetal liver ST-HSCs immediately following recovery from TUDCA-injected pregnant $Fancd2^{+/+}$ mice. **(H)** ST-HSCs unfolded proteins analysis as in G, but fetal liver samples from TUDCA-injected $Fancd2^{+/+}$ mice were placed in 18 hours of ex vivo culture in the absence of TUDCA before analysis. One-way ANOVA was used for statistical analysis unless mentioned specifically. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 and ns: non-significant. Source data are provided as a Source Data file.

Supplementary Fig. S4: Bile acid (TUDCA) supplementation improves $Fancd2^{-/-}$ cell peripheral blood chimerism, and gene expression of endoplasmic reticulum-associated degradation (ERAD) genes, unfolded protein response, and interferon receptor genes in publicly available human FA HSPCs dataset. **(A)** Cell proliferation kinetics comparing $Fancd2^{+/+}$ and $Fancd2^{-/-}$ BM LT-HSCs during ex vivo expansion. **(B)** Unfolded protein analysis in ex vivo expanded adult BM $Fancd2^{+/+}$ (n=3 mice), $Fancd2^{-/-}$ (n=3 mice) HSPCs subsets. t-test was used for statistical analysis. **(C)** Transient gains in peripheral blood chimerism of $Fancd2^{-/-}$ cells in recipient mice after competitive transplantation of whole bone marrow $Fancd2^{+/+}$, $Fancd2^{-/-}$ cells followed by injection of PBS (n=6 mice) or TUDCA (n=6 mice, t-test for statistical analysis). Schematic Figure was created with [BioRender.com](https://www.biorender.com) released under a [Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license](https://creativecommons.org/licenses/by-nc-nd/4.0/). **(D)** Heatmap showing the expression profile of endoplasmic reticulum-associated degradation (ERAD) and unfolded protein response genes in human FA patients HSPCs vs healthy group, data was extracted from GEO data set (GSE157591). **(E)** Increased expression of Interferon- α receptor-1 (IFNAR1), Interferon- α receptor-2 (IFNAR2), and Interferon- γ receptor-2 (IFNGR2) in human FA patients HSPCs compared to healthy HSPCs (GSE157591). Data are represented as mean $\pm$ SD. P-values of 0.01 - 0.05 were considered significant (*), 0.001 - 0.01 (**) p>0.05 were considered non-significant (ns), t-test for statistical analysis. Source data are provided as a Source Data file.

Supplementary Fig. S5: Analysis of MYC protein in adult BM cells and MYC target gene expression in fetal liver *Fancd2*^{-/-} HSPCs. (A) Flow cytometry plots for identification of LT-HSCs from *Fancd2*^{+/+}, *Fancd2*^{-/-}, *Ilfnar1*^{+/+} *Fancd2*^{-/-} fetal livers and *Fancd2*^{-/-} fetal livers harvested from TUDCA-injected pregnant mice. **(B)** MYC target profiling in *Fancd2*^{+/+} (n=12/7), *Fancd2*^{-/-} (n=11/7) fetal liver KSL cells using “RT2 MYC profiler” PCR array. Results were normalized to *Fancd2*^{+/+} and plotted as relative mean fold change for each target. **(C)** Relative levels of total MYC protein in age-matched adult BM LT-HSCs and HSPCs between *Fancd2*^{+/+} (n=3 mice) and *Fancd2*^{+/+} (n=3 mice) conditions. **(D)** Rate of protein synthesis by in vivo OPP assay in age-matched *Fancd2*^{+/+} (n=3 mice) and *Fancd2*^{-/-} (n=3 mice) adult BM HSPC subsets, t-test for statistical analysis in Figure panels C and D. *P<0.01, **P<0.001, ***P<0.001, ****P<0.0001. **(E)** Phosphorylated c-MYC flow cytometry analysis in day 10 ex vivo expanded (under stress conditions) adult BM HSPCs, *Fancd2*^{+/+} (n=3 mice) and *Fancd2*^{-/-} (n=3 mice), t-test for statistical analysis. **(F)** Analysis of total cell numbers in day 10 ex vivo expanded BM LT-HSCs treated with 250uM (+)-JQ1 on day 7 of culture; *Fancd2*^{+/+} (n=3 mice) and *Fancd2*^{-/-} (n=3 mice), (+)-JQ1 treated *Fancd2*^{+/+} (n=3 mice) and (+)-JQ1 treated *Fancd2*^{-/-} (n=3 mice) t-test was used for statistical analysis, **P<0.001. Source data are provided as a Source Data file.

Supplementary Table 1

Antibody details with manufacturer's and catalog number details.

Antibody	Manufacturer Catalog No.	Dilution	Usage
B220 APC	Biolegend 103211	1:250	Lineage (Lin)
B220 PE	BD 12-0452-82	1:250	Lineage (Lin)
B220/CD45R FITC	Biolegend 103205	1:100	Lineage (Lin)
CD117 APC	BD 17-1171-82	1:100	c-kit
CD117 BUV395	BD Biosciences 564011	1:100	c-Kit
CD117 BV785	Biolegend 105841	1: 100	c-kit
CD117 PE	Biolegend 105808	1:100	c-kit
CD11b FITC	BD Biosciences 561691	1:100	Lineage (Lin)
CD135 BV421	Biolegend 135313	1:100	
CD150 BV711	Biolegend 115941	1:100	SLAM
CD150 PECy7	Biolegend 115914	1:100	SLAM
CD3 APC	Biolegend 100235	1:250	Lineage (Lin)
CD3 PE	BD 12-0031-82	1:250	Lineage (Lin)
CD3e FITC	Biolegend 100305	1:100	Lineage (Lin)
CD4 APC	Biolegend 100412	1:250	Lineage (lin)
CD4 FITC	Biolegend 100405	1:100	Lineage (Lin)
CD4 PE	BD Biosciences 12-0041-82	1:250	Lineage (Lin)
CD48 AF700	Biolegend 103425	1:100	
CD48 PerCp-Cy5.5	Biolegend 103422	1:100	
CD5 APC	Biolegend 100626	1:250	Lineage (Lin)
CD5 FITC	Biolegend 100605	1:100	Lineage (Lin)
CD5 PE	BD Biosciences 12-0051-82	1:250	Lineage (Lin)
c-MYC	Cell Signaling Technology 5605S	1:1000	
Gr-1 APC	Biolegend 108411	1:250	Lineage (Lin)
Gr-1 FITC	Biolegend 108405	1:100	Lineage (Lin)
Gr-1 PE	BD Biosciences 12-5931-82	1:250	Lineage (Lin)
IgG (H+L) secondary PE	ThermoFisher Scientific P-2771MP	1:100	
IgG-AF488 (anti-mouse)	Thermo Fisher A-21202	1:1000	
IgG-FITC (anti-rabbit)	SANTA CRUZ sc-2012	1:1000	
pChk1 S345	CellSignalling Technology 2348	1:50	
pMcm2 S108	Bethyl IHC-00014	1:500	
pRpa32 S4/S8	Bethyl A300-245A	1:500	
APC/ Sca-1	Biologend 122511	1:100	Sca-1
APC-Cy7/ Sca-1	Biolegend 108125	1:100	
Ter119 APC	Biolegend 116211	1:250	Lineage (Lin)
TER-119 FITC	Biolegend 116205	1:100	Lineage (Lin)
Ter119 PE	BD Biosciences 12-5921-82	1:250	Lineage (Lin)
Tgfbr1-APC	R&D FAB5871A	3:100	

Supplementary Table 2

Primers and thermocycler conditions used for genotyping and determining the sex of embryos used for single-cell RNA sequencing of murine E13.5 WT and *Fancd2*^(-/-) fetal livers. Genotyping and SRY primer sequences were received from Dr. Alan D'Andrea and Dr. Sherif Abdelhamad, respectively.

Primer	Sequence (5' to 3')	Function		Thermocycler conditions
FANCD2 2F	CATGCATATAG<br>GAACCCGAAG<br>G	WT (forward)	genotype	95°C for 15'
FANCD2 2R	CAGGACCTTT<br>GGAGAAGCAG	Common (reverse)		(95°C for 30",<br>60°C for 30",<br>72°C for 50") x<br>35
FANCD2 V76F	CTTGCAAAATG<br>GCGTTACTTAA<br>GC	KO (forward)		72° for 10'
Mouse SRY F	GCTGGGATGC<br>AGGTGGAAAA	forward	sex	standard conditions
Mouse SRY R	CCCTCCGATG<br>AGGCTGATATT	reverse		

Supplementary Table 3

Primer sequences utilized for RT-PCR experiments.

Target	Species	Sequence
IFN-α	Mouse	F- CCTGAGAGAGAAGAAACACAGCC<br>R- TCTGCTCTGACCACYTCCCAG
IL-6	Mouse	F- CCAAGAGGTGAGTGCTTCCC<br>R- CTGTTGTTCACTCTCTCCCT

Supplementary Table 4

Commercial assays and reagents

Assay/reagents	Source	Identification
Proteasome-Glo<br>Chymotrypsin- like cell-based<br>assay	Promega	Cat#G8660
MG-132	Adooq- Bioscience	Cas# 133407-82-6
O-Propargyl-Puromycin (OPP)	Medchem Source	Cat#HY-156801CS-6850
Alexa Fluor 555- Conjugated<br>Azide	Life Technologies	Cat #A20012
Click-iT Cell Reaction Buffer Kit	Life Technologies	Cat# C10269
Tetraphenylethene<br>maleimide(TPE-MI)	Dr. Yuning Hong	Custom- Synthesized
Proteostat-Aggresome<br>detection kit	Enzo	Cat#ENZ-51035-K100
RNeasy plus Micro kit	Qiagen	Cat#74034
2-Mercapto ethanol	Sigma	Cat#M3148
Tauroursodeoxycholic acid<br>(TUDCA)	Sigma-Aldrich Inc	Cat#35807-85-3
(+)-JQ1	Med Chem Express USA	HY-13030
SYBR™ Green master mix	Thermo fisher-SCIENTIFIC	Cat#A25742
RT ² Profiler PCR Array	QIAGEN	Cat# 330231 PAMM-177ZA
KAPA Mouse Genotyping Kit	Roche	Cat# KK7352
Hot Start Taq Master Mix Kit	Qiagen	Cat# 203443
collagenase I	StemCell Technologies	Cat# 07416
RBC lysis buffer	Invitrogen	Cat# 00-4300-54
Propidium Iodide (PI) solution	Miltenyi Biotec	Cat# 130-093-233
KAPA Library Quantification<br>Kit	Roche	Cat# 07960336001
Agilent Tape Station - High<br>Sensitivity D1000 Screen<br>Tape	Agilent Tape Station	Cat# 5067-5584

Agilent Tape Station Reagents	Agilent Tape Station	Cat# 5067-5585

# Supplementary material for: Deregulated protein homeostasis constrains fetal hematopoietic stem cell pool expansion in Fanconi anemia
**Source:** Nat Commun. 2024 Feb 29;15:1852. doi: 10.1038/s41467-024-46159-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	NO software code was generated
Data analysis	Flowcytometry samples were analyzed by FlowJo (10.6.1) software. Results were plotted as OPP median fluorescence intensity (OPP-MFI) using the GraphPad Prism 7.0 software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All the data points generated in this study are provided as source file and Single-cell RNA seq data have been deposited in Gene Expression Omnibus (GEO) with accession number: GSE173908. This paper does not contain original code.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	The manuscript contains no primary human data.
Reporting on race, ethnicity, or other socially relevant groupings	n/a
Population characteristics	n/a
Recruitment	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	We did not pre determine the sample size a priori. To ensure the robustness and reproducibility of our results, we make sure minimum 5 fetal livers per genotype conditions (Fancd2+/+ (WT) and Fancd2-/- (KO) harvested from a minimum of three independent pregnancies were considered for each experiment. For all the adult animal experiments we make sure that minimum 3 independent mice samples were analyzed per condition. Animal numbers were specifically reported in methods and figure legends sections respectively.
Data exclusions	Samples with inadequate numbers of cells were excluded from the data analysis.
Replication	We performed each experiment for a minimum of three times with separate pregnant dam derived Fancd2+/+ and Fancd2-/- litter mate fetal liver samples and all the data were plotted as individual data points in Figures submitted.
Randomization	Randomization occurred naturally in that the hetrozygote x heterozygote breeding strategy yields a variable number of genotype offspring, and is not impacted by investigator choice.
Blinding	Investigators were blinded while processing and analysis of these samples from each embryo harvest until we genotype embryos to identify the Fancd2 genotypic status (Fancd2+/+ or Fancd2+/- or Fancd2-/-) for post experimental data analysis.

Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	This study didnt include any Behavioural& social sciences
Research sample	N/A
Sampling strategy	N/A
Data collection	N/A
Timing	N/A
Data exclusions	N/A
Non-participation	N/A
Randomization	N/A

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	<i>This study didn't include any Ecological, evolutionary& environmental sciences</i>
Research sample	N/A
Sampling strategy	N/A
Data collection	N/A
Timing and spatial scale	N/A
Data exclusions	N/A
Reproducibility	N/A
Randomization	N/A
Blinding	N/A

Did the study involve field work? ☐ Yes ☒ No

Field work, collection and transport

Field conditions	This study did not include any field work
Location	N/A
Access & import/export	N/A
Disturbance	N/A

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Anti-CDC7 (Abcam ab108332), B220-APC (Biolegend 103211), B220-PE (BD 12-0452-82), B220/CD45R-FITC (Biolegend 103205), CD117-APC (BD 17-1171-82), CD117-BUV395 (BD Biosciences 564011), CD117-BV785 (Biolegend 105841), CD117-PE (Biolegend 105808), CD11b-FITC (BD Biosciences 561691), CD135-BV421 (Biolegend 135313), CD150-BV711 (Biolegend 115941), CD150-PECy7 (Biolegend 115914), CD3-APC (Biolegend 100235), CD3-PE (BD 12-0031-82), CD3e-FITC (Biolegend 100305), CD4-APC (Biolegend 100412), CD4-FITC (Biolegend 100405), CD4-PE (BD Biosciences 12-0041-82), CD48-AF700 (Biolegend 103425), CD48-PerCp-Cy5.5 (Biolegend 103422), CD5-APC (Bio legend 100626), CD5-FITC (Biolegend 100605), CD5-PE (BD Biosciences 12-0051-82), c-MYC (Cell Signaling Technology 5605S), gH2ax-AF488 (Biolegend 613405), Gr-1-APC (Biolegend 108411), Gr-1-FITC (Biolegend 108405), Gr-1-PE (BD Biosciences 12-5931-82), IgG (H+L) secondary PE (ThermoFisher Scientific P-2771MP), IgG-AF488 (anti-mouse),

(Thermo Fisher A-21202), IgG-FITC (anti-rabbit) (SANTACRUZ sc-2012), pChk1S345 (Cell Signaling Technology 2348), pMcm2 S108(Bethyl IHC-00014), pRpa32 S4/S8(Bethyl A300-245A), pRPA70 Invitrogen (PA5-21976), APC/ Sca-1(Biolegend 122511), APC-Cy7/ Sca-1 (Biolegend 108125), Ter119 APC (Biolegend 116211), TER-119 FITC (Biolegend 116205), Ter119 PE (BD Biosciences 12-5921-82).

Validation

B220-APC (BioLegend, cat #103211, 1/100 for flow) was validated by flow cytometric analysis validation information can be found on the manufacturer's website,
 B220-PE (BD, cat#12-0452-821,1/100 for flow) was validated by flow cytometric analysis in mouse bone marrow cells validation information can be found on the manufacturer's website,
 B220/CD45R-FITC (Biolegend, cat#103205,1/100 for flow) was validated by flowcytometry and validation information can be found on the manufacturer's website,
 CD117-APC (BD, cat#17-1171-82, 1/100, for flow) was validated by flowcytometry and validation information can be found on the manufacturer's website,
 CD117-BUV395 (BD Biosciences, cat#564011, 1/100 for flow) was validated by flow cytometric analysis in mouse bone marrow cells validation information can be found on the manufacturer's website,
 CD117-BV785 (Biolegend, cat#105841,1/100 for flow), was validated by flow cytometric analysis in mouse bone marrow cells validation information can be found on the manufacturer's website,
 CD117-PE (Biolegend, cat#105808, 1/100 for flow), was validated by flow cytometric analysis in mouse (C57BL/6) bone marrow cells validation information can be found on the manufacturer's website,
 CD11b-FITC (BD Biosciences, cat# 561691, 1/100 for flow) was validated by flow cytometric analysis in mouse bone marrow cells validation information can be found on the manufacturer's website,
 CD135-BV421 (Biolegend, cat# 135313,1/100 for flow) was validated by flow cytometric analysis in mouse (C57BL/6) bone marrow cells validation information can be found on the manufacturer's website,
 CD150-BV711(Biolegend, cat#115941, 1/100 for flow), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 CD150-PECy7 (Biolegend, cat#115914,1/100) was validated by flow cytometric analysis in mouse (C57BL/6) bone marrow cells validation information can be found on the manufacturer's website,
 CD3-APC (Biolegend, cat#100235 1/100), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website.
 CD3-PE (BD 12-0031-82, for flow 1/100) was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 CD3e-FITC (Biolegend 100305, for flow 1/100) was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 CD4-APC (Biolegend 100412, for flow 1/100), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 CD4-FITC (Biolegend 100405, 1/100 for flow), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 CD4-PE (BD Biosciences 12-0041-82, 1/100 for flow), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 CD48-AF700 (Biolegend 103425,1/100 for flow), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 CD48-PerCp-Cy5.5 (Biolegend 103422, 1/100 for flow), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 CD5-APC (Bio legend 100626,1/250), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 CD5-FITC (Biolegend 100605,1/100), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 CD5-PE (BD Biosciences 12-0051-82,1/250), was validated by flow cytometric analysis in mouse (BALB/c) splenocytes validation information can be found on the manufacturer's website,
 c-MYC (Cell Signaling Technology 56055,1/1000 for flow), was validated by western blot HEK293 cells and Immunofluorescence in HeLa cells, validation information can be found on the manufacturer's website,
 Gr-1-APC (Biolegend 108411,1/250 flow), was validated by flow cytometric analysis in mouse (C57BL/6) bone marrow cells validation information can be found on the manufacturer's website,
 Gr-1-FITC (Biolegend 108405, 1/100 for flow), was validated by flow cytometric analysis in mouse (C57BL/6) bone marrow cells validation information can be found on the manufacturer's website,
 Gr-1-PE (BD Biosciences 12-5931-82,1/250 for flow) was validated by flow cytometric analysis in mouse (BALB/c) bone marrow cells validation information can be found on the manufacturer's website.
 IgG (H+L) secondary PE(ThermoFisher Scientific P-2771MP, 1/100 for flow), was validated by flow cytometric analysis of bone marrow cells, dendritic cells, and splenocytes, validation information can be found on the manufacturer's website,
 IgG-AF488 (anti-mouse-Thermo Fisher A-21202, 1/1000 for IF), was validated by immunofluorescence analysis of cortical neural cells validation information can be found on the manufacturer's website,
 (IgG-FITC (anti-rabbit) (SANTACRUZ sc-2012,1/1000 for IF) was validated by Immunofluorescence staining of formalin-fixed A-431 cells validation information can be found on the manufacturer's website,
 pChk1S345 (Cell Signaling Technology 2348, 1/50 for IF) was validated by Confocal immunofluorescent analysis of C2C12 cells, validation information can be found on the manufacturer's website,
 pMcm2 S108(Bethyl IHC-00014) was validated by immunohistochemistry in mouse squamous cell carcinoma, validation information can be found on the manufacturer's website,
 pRpa32 S4/S8(Bethyl A300-245A,1/1000 for immuno histochemistry) validated in mouse gut tissue, validation information can be found on the manufacturer's website,
 APC/ Sca-1(Biolegend 122511, 1/100 for flow), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 APC-Cy7/ Sca-1 (Biolegend 108125, 1/100 for flow), was validated by flow cytometric analysis in mouse (C57BL/6) splenocytes validation information can be found on the manufacturer's website,
 Ter119 APC (Biolegend 116211, 1/100 for flow), was validated by flow cytometric analysis in mouse (C57BL/6) bone marrow cells validation information can be found on the manufacturer's website,
 TER-119 FITC (Biolegend 116205,1/100 for flow) was validated by flow cytometric analysis in mouse (C57BL/6) bone marrow cells

validation information can be found on the manufacturer's website, Ter119 PE (BD Biosciences 12-5921-82, for flow), was validated by flow cytometric analysis in mouse (C57BL/6) bone marrow cells validation information can be found on the manufacturer's website,

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	<i>This study didn't include any cell line data, we have used mouse embryonic fibroblasts (MEFs) details are placed in methods sections.</i>
Authentication	N/A
Mycoplasma contamination	<i>These MEFs were not tested for cytoplasmic contamination</i>
Commonly misidentified lines<br>(See ICLAC register)	<i>We didn't use any cell lines in this study, so no misidentified cell lines</i>

Palaeontology and Archaeology

Specimen provenance	<i>This study didn't include any palaeontology and Archaeology studies</i>
Specimen deposition	N/A
Dating methods	N/A
☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.	
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Mice were housed in a specific pathogen-free (SPF)-grade environment with temperature ranging from 23-27°C, humidity of 30-45%. All mice were maintained under a 12-hour light/dark cycle and had free access to food and water. All experiments were performed in accordance with the Health Guide for the Care and Use of Laboratory Animals and were approved by the Biological Research Ethics Committee. we did timed pregnancies with 7 -8 week old Fancd2+/- male and female mice (C57BL/6 strain, CD45.2 isotype) to generate litter-met Fancd2+/- and Fancd2-/- embryos, and for transplantation studies we used 7 week old B6.SJL-Ptprca Pepcb/BoyJ (CD45.1 isotype) mice as recipients. For Studies involving IFNAR1 KO Animals (CD45.2 ,C57BL/6) were purchased from Jackson Laboratory (colony Stock No. 028288) and 7 -8 week old mice were utilized for timed pregnancies. Mice were housed in a specific pathogen-free (SPF)-grade controlled environment. ALPHA-dri was used as the cage bedding material with the room temperature ranging from 23-27°C, and humidity of 30-45%. All mice were maintained under a 12-hour light/dark cycle and had free access to sterile water and food (5015 (Lab Diet, catalog 0001328, with a metabolizable energy value of 3.59 kcal/g) in wired feeders above the floor of the cage. Animals were euthanized by exposing them to CO2 (carbon dioxide) followed by the physical method of cervical dislocation. There was no a priori blinding of experimental cohorts at the time of analysis. The experiments described otherwise conformed to the ARRIVE guidelines for reporting animal research.
Wild animals	<i>This study didn't involve wild animals.</i>
Reporting on sex	As there is no known sex-specific FA phenotype, sex was not considered in our study design and in our approach we evaluated both male and female embryos that precludes any determination of sex bias in these observations.
Field-collected samples	<i>This study didn't involve samples collected from field.</i>
Ethics oversight	All animal experiments were approved by OHSU or CHOP Animal Care and Use Committees, respectively.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration	N/A

Study protocol	N/A
Data collection	N/A
Outcomes	N/A

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☒	☐ Public health
☒	☐ National security
☒	☐ Crops and/or livestock
☒	☐ Ecosystems
☒	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☒	☐ Demonstrate how to render a vaccine ineffective
☒	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☒	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☒	☐ Increase transmissibility of a pathogen
☒	☐ Alter the host range of a pathogen
☒	☐ Enable evasion of diagnostic/detection modalities
☒	☐ Enable the weaponization of a biological agent or toxin
☒	☐ Any other potentially harmful combination of experiments and agents

Plants

Seed stocks	<i>This study didn't involve plants</i>
Novel plant genotypes	<i>This study didn't involve plants</i>
Authentication	<i>This study didn't involve plants</i>

ChIP-seq

Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	<i>This study didn't have ChIP seq data</i>
Files in database submission	<i>This study didn't have ChIP seq data</i>

Genome browser session
(e.g. [UCSC](#))

This study didn't have ChIP seq data

Methodology

Replicates

This study didn't have ChIP seq data

Sequencing depth

This study didn't have ChIP seq data

Antibodies

This study didn't have ChIP seq data

Peak calling parameters

This study didn't have ChIP seq data

Data quality

this study didn't have ChIP seq data

Software

N/A

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Fetal livers (FL) and dam bone marrow (BM) cells were harvested. Single-cell resuspended FL or BM mononuclear cells underwent red cell lysis treatment before staining with cKIT at 1:100 concentration (BioLegend 105819), SCA1 (eBioscience 25-5981-81), CD135 (BioLegend), CD48 (BioLegend 103422), and CD150 (BioLegend 115925) antibodies, as well as the lineage antibodies: B220 (BD 553090), GR1 (BioLegend 108408), CD3 (BD 555275), CD4 (BD 553653), CD5 (BD 553023), and TER119 (BD 553673) at the manufacturer's recommended concentrations. Cells were stained for 30 minutes on ice and protected from light. Blocking and washing buffer contained 2% FBS/ PBS. For viability, dead cell exclusion staining using DAPI (Thermo 62248, 1 µg/ml) was included at a concentration of 1 µg/ml. Flow cytometric analysis was performed using FACS Canto2 and LSR2 instruments (BD Biosciences). For intracellular staining, FL or BM mononuclear cells were stained with surface markers and fixed with 2% PFA for 15 minutes, permeabilized with 0.5% saponin, and stained with anti-p53, anti-p53S15, and anti-Cdc7. Samples were acquired with an LSR2 (Becton-Dickinson) and data were analyzed using FlowJo (10.6.1) software to quantify mean fluorescent intensity (MFI).

Instrument

Flow cytometric analysis was performed using FACS Canto2 and LSR2 instruments (BD Biosciences).

Software

Data were analyzed using FlowJo (10.6.1) software

Cell population abundance

Hematopoietic stem cells are very rare cells therefore we tried to analyze as many cells as possible by recording at least a million events total per sample

Gating strategy

In our flow cytometry analysis of pure hematopoietic stem cells (HSCs), we employed a systematic gating strategy to isolate and characterize distinct HSPC populations. To initiate the analysis, we focused on lineage-negative cells, aiming to exclude differentiated blood cells. Utilizing specific antibodies against differentiation markers, including B220, GR1, CD3, CD4, CD5, and TER119, lineage-negative cells are negative for these markers hence we identified lineage-negative cells by gating cells with negative selection for the lineage markers. Subsequently, these lineage-negative cells were further gated on c-Kit+, and Sca-1+, and positively selected for the LSK (c-Kit+ and Sca-1+) cell population. These LSK cells were further gated on FLk2(CD135), and CD150 to identify MPP4 FLk2(CD135)+ and CD150-, HSPCs(FLk2/CD135-), and these HSPCs were further gated on CD150 and CD48 for HSPCs subsets identification CD150+ and CD48- cells were gated as LT-HSCs, CD150- and CD48- cells were gated as ST-HSCs, CD150+ and CD48+ cells were gated as MPP2 and CD150- and CD48+ cells were considered as MPP3 for more clarity gating strategy were provided as Supplementary Fig. S1A

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

Magnetic resonance imaging

Experimental design

Design type

This study didnt include Magnetic resonance imaging

Design specifications

Behavioral performance measures

Acquisition

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI ☐ Used ☒ Not used

Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

Models & analysis

n/a | Involved in the study

☒ ☐ Functional and/or effective connectivity

☒ ☐ Graph analysis

☒ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

How the deposited data were processed for this re-analysis (not part of the article)

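Single cells of E13.5 fetal livers of 4 WT and 4 Fancd2-/- embryos, live and Ter119-negative, were measured with droplet 3' libraries. The values are UMI counts per gene and barcode, which the authors made with Cell Ranger 3.1.0 on mm10 before they deposited them, without normalization, according to the submitters' processing notes. The barcode lists of all 8 libraries and the count matrices of WT 2.1 and Fancd2-/- 1.1 were used, and the counts of the other 6 libraries were not analysed here. In the 28 pairs of libraries, 23 to 121 barcodes were shared.
Everything else was computed from these counts. Cells were kept with 200 to 6000 genes and under 5% mitochondrial UMIs, and genes in at least 3 cells, after the paper's methods. Clusters came from Seurat 5.3.0 in R 4.3.3 (integration by anchors, 2000 variable genes, 30 principal components, resolution 1; the paper's text names no resolution). Doublets were called with Scrublet in scanpy 1.11.5 and kept. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Clusters were named by cell type markers fixed before the data were examined, by the class with most markers among the 10 genes with the highest fold against the other clusters, and by the highest mean log2 fold of its markers where classes were tied or had none there, with at least 3 markers detected. This rule was settled after the data were seen. Clusters led by a ribosomal RNA gene model or with over 50% called doublets stayed unnamed. Lymphoid and B cell progenitors, mast cells and basophils, and myeloid and neutrophil progenitors were joined, close to the groups of Fig. 1H.
Counts were summed per library and class, scaled to CPM by the total of the class, and compared as log2 ratios with a pseudocount of 1 CPM. A median was taken over each of 29 gene lists fixed before the data were examined, over genes with a mean of at least 10 CPM, in classes with at least 50 cells per library. Cells with macrophage markers, 31 of them in WT 2.1, were compared below this number. Each list median was set against 10000 random lists of the same size, each gene replaced by 1 of its 100 nearest in mean expression. The interval of the median came from 1000 Poisson resamples. The lists, written from memory and partly after the hallmark collection and the Gene Ontology, hold ribosomal proteins, translation factors, ribosome biogenesis, MYC targets, the unfolded protein response, ATF4 targets, proteasome, mTOR components and mTORC1 targets, autophagy and lysosome, interferon types I and II, TGF-β, interleukin-4, innate immunity, TNF, G1/S and G2/M, p53 targets, Fanconi and DNA damage genes, mitochondrial ribosome, tRNA synthetases, hypoxia, handling genes, globins, mitochondrial transcripts and neighbors of Fancd2. The paper's MYC array genes and its ER-associated degradation (ERAD) genes, 2 lists the study chose, were added. The array values had been seen in the paper.
Genes named are the 12 highest and 12 lowest log2 ratios at 50 CPM or more in HSC/MPP-like cells, without Y-linked genes, X inactivation transcripts and predicted gene models, 4 in each direction in other classes of at least 200 cells per library, leading members of each list at 20 CPM or more, and genes the paper names. A gene counted as sharing reads with a copy if 60 bases of its last 500 transcript bases stood in a transcript of another gene, which held for 7853 of 30934 genes found in the annotation.
Cells passing the filter held a median of 20880 UMIs in WT 2.1 and 23190 in Fancd2-/- 1.1. With 1 library per genotype no test was run, and the paper's DESeq2 analysis, enrichment scores and Stemnet classification were not repeated. Summed lineage markers stood in for the last. Tested on simulated counts of HSC/MPP-like cells over 7283 genes, the comparison gave the right direction for 99 of 99 genes at a log2 ratio of 0.5 (median recovered 0.50) and for 99 of 99 at 1 (1.00). The unfolded protein response list, made 0.3 higher, came out at 0.28 (0.27 to 0.32), and 0 of 21 unchanged lists lay outside the middle 95% of random lists. Apart from the changes made, both simulated libraries were drawn from 1 pooled rate with counting error only. The simulation therefore does not show how often unchanged lists lie outside that range in real libraries. Alternatives covered scaling, pseudocount, expression minimum, cell filter, doublets, integration, resolution, depth and cell cycle phase. Ratios relative to erythroid progenitor-like cells, single clusters, genes without copies and cells counted by markers were added after the data were seen.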

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

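The thinning of cells to 5000 UMIs for the hepatocyte markers was chosen after the values were seen. The paper does not report the levels of the first 2 gene groups in these libraries, nor hepatocyte transcripts in other cells. Targets of p53 were higher in HSC/MPP-like cells of Fancd2-/- 1.1, with a median log2 ratio of 0.404 (0.23 to 0.55) and 14 of 15 higher, among them Ccng1 at 1.01 (0.79 to 1.34) and the cell cycle inhibitor Cdkn1a at 0.73 (0.52 to 0.98). The list lay above 0 in 9 of 9 classes, but above the middle 95% of random lists in 4 of them, and its median relative to erythroid progenitor-like cells was 0.12 (0.038 to 0.19), a comparison also chosen after the values were seen. Immediate early and heat shock genes, taken as signs of tissue handling, had a median of 0.394 (0.30 to 0.46), with 13 of 15 higher. Among them were the heat shock gene Hspa1a at 1.13 (0.94 to 1.41) and Jun at 0.40 (0.33 to 0.47), while the immediate early gene Fos was at -0.038. In 8 of 9 classes the handling median lay above 0, and in megakaryocyte-like cells it was -0.13. Relative to erythroid progenitor-like cells it was 0.12 (-0.0026 to 0.20). The counts of classes include erythroblast-like cells, at 0.54 for p53 targets and 0.58 for handling genes, where the median of all genes was itself 0.45. Cells with UMIs of at least 3 hepatocyte markers made up 21.21% of the cells passing the filter in Fancd2-/- 1.1 (20.3% to 22.1%) and 4.36% in WT 2.1 (3.95% to 4.79%), and 1030 of these 2116 cells were erythroid progenitor-like. At 5000 UMIs per cell the shares were 0.978% (68 of 6950 cells) and 0.411% (34 of 8279 cells).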

How the results depend on the processing

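No paired analysis was possible because each genotype has 1 library with gene counts here, from different pregnancies, and for the same reason no library could be left out in turn. The comparisons relative to erythroid progenitor-like cells, within single clusters and without gene copies were chosen after the data were seen, as were those of B cell markers in lymphoid-like cells. Of 876 alternative values of 110 results, 734 stayed within the counting interval, 127 moved beyond it and 15 were reversed. Reversed means a change of sign where the interval of the main value held 1 sign. Other changes of sign are counted as within the interval or as moved. Outside the main results, 630 of 692 values kept their sign. In HSC/MPP-like cells the alternatives set beforehand gave 0.234 to 0.297 for the unfolded protein response, 0.027 to 0.082 for ribosome biogenesis, 0.051 to 0.132 for mTOR components, -0.079 to -0.014 for type II interferon, -0.105 to -0.017 for type I interferon, -0.087 to -0.051 for ribosomal proteins and 0.027 to 0.057 for translation factors, each with 1 sign throughout. TGF-β kept its sign in 10 of 11 of them and MYC targets in 8 of 11. Depth limits the rare classes, and the filtered hepatoblast/hepatocyte-like cells, under 50 in WT 2.1, gave no list medians.
The reversed values and, for the main results, those that moved follow, without 103 moved values of other results, as log2 ratios in HSC/MPP-like cells unless another class is named, and the cause was not tested. Totals without globin, mitochondrial and ribosomal protein genes gave ribosomal proteins -0.077 and MYC targets -0.021 in erythroblast-like cells. Median of ratios scaling gave ribosomal proteins -0.087, translation factors 0.027, ribosome biogenesis 0.038, MYC targets -0.021 and, in erythroblast-like cells, MYC targets -0.011. A minimum of 50 CPM gave ribosome biogenesis 0.027, TGF-β -0.033 and, in monocyte and DC-like cells, type I interferon -0.017. Clusters without integration gave ribosomal proteins -0.061, MYC targets -0.018 in lymphoid-like cells, and shares of 0.219 for basophil, eosinophil and mast cell-like, -1.044 for lymphoid-like and -0.555 for megakaryocyte-like cells. Thinning to 5000 UMIs gave MYC targets 0.017, type I interferon -0.105 and TGF-β 0.129. Cells in G1 gave ribosomal proteins -0.051 and, in basophil, eosinophil and mast cell-like cells, MYC targets 0.007. No mitochondrial limit gave shares of -0.144 for erythroid progenitor-like and -0.192 for lymphoid-like cells, and a resolution of 2 gave -0.507 for hepatoblast/hepatocyte-like cells.
Relative to erythroid progenitor-like cells the medians were -0.017 for ribosomal proteins, 0.008 for translation factors, 0.062 for ribosome biogenesis (within its interval), 0.15 for the unfolded protein response, 0.034 for the proteasome, -0.003 for mTOR components, -0.003 for mTORC1 targets, -0.031 for TGF-β, -0.048 for innate immunity, -0.005 for G2/M and 0.048 for the mitochondrial ribosome. Cluster 9 alone gave ribosome biogenesis 0.013, and cluster 12 alone gave ribosome biogenesis 0.107, MYC targets 0.015, type II interferon 0.068 and G2/M -0.027. Without gene copies translation factors were at 0.099. B cell progenitor markers in lymphoid-like cells were at -2.474, and at -2.507 without doublets, -2.305 without integration and -2.494 at a resolution of 2.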

Differences from the paper's values

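Counts of cells by markers and the values of single clusters were chosen after the data were seen. The paper reports 15 clusters over all 8 libraries, and 26 were found here over 2 of them. Among the alternatives set before the data were examined, 22 clusters without integration lay within 1.5 times the paper's number, and 39 at a resolution of 2 and 29 without a mitochondrial limit did not. The paper gives no resolution in its text.
The paper states that pathways of translation and MYC targets were upregulated in Fancd2-/- HSPCs. Its values are enrichment scores over its replicates, a measure unlike the list medians here. It also reports more MYC protein in fetal liver LT-HSCs, and higher MYC targets, with Rpl13 and Rpl23 among them, by PCR array in sorted cells of other embryos. Here ribosomal proteins had a median log2 ratio of -0.069 (-0.076 to -0.064) in HSC/MPP-like cells, while translation factors were at 0.045 (0.028 to 0.070). MYC targets were at -0.0036 (-0.014 to 0.014), above 99.5% of matched random lists, and the paper's own MYC array genes at 0.11 (0.0096 to 0.12). Relative to erythroid progenitor-like cells, a comparison chosen after seeing the values, the array genes were at 0.005 (-0.014 to 0.032). MYC targets were at 0.017 when cells were thinned to 5000 UMIs, and at 0.015 in cluster 12 alone, which was chosen after seeing the values. Type I and type II interferon lists, higher in select HSPC subsets in the paper, were at -0.028 (-0.093 to 0.029) and -0.027 (-0.11 to 0.029), and the latter was at 0.068 in cluster 12 alone, again chosen after seeing the values. The paper's values for both are enrichment scores over its replicates, an unlike measure, with p-values of that enrichment analysis above the usual limit of significance. The type I list was above 0 in 7 of 9 classes, and in 0 of the 9 it lay above the middle 95% of random lists. The 7 include erythroblast-like cells at 0.61, where the median of all genes was itself 0.45. The list was at 0.12 (0.059 to 0.18) in monocyte and DC-like cells and at 0.19 (0.063 to 0.30) in neutrophil-like cells. With a minimum of 50 CPM it was at -0.017 in monocyte and DC-like cells.
The paper describes endothelial cells and 2 populations of Kupffer cells among the niche cells, and no cluster here was named for them. A mesenchymal/stellate-like cluster was named at a resolution of 2 and without a mitochondrial limit. Fig. S2B uses Lcn2 for mesenchymal cells, and here 88.5% of its UMIs in Fancd2-/- 1.1 and 85.4% in WT 2.1 lay in neutrophil-like cells. These shares are over all cells passing the filter, whereas the figure shows niche cells only, so that they do not bear on its use there. The paper states that no cluster was unique to a genotype, that the composition of the tissue was not affected and that lineage trajectories did not differ. Here every class held cells of both libraries, but cells with at least 3 of 9 B cell progenitor markers were 0.187% of cells in Fancd2-/- 1.1 and 0.965% in WT 2.1. Without integration each of 8 erythroid progenitor-like clusters held at most 5 cells of 1 of the libraries, which also differ in sex and pregnancy. The paper's clusters came from integrated libraries, so that this split does not bear on its statement. Within HSC/MPP-like cells summed myeloid progenitor markers were at 0.17 (0.14 to 0.20) and summed erythroid progenitor markers at -0.22 (-0.28 to -0.15), which does not show the level of each member. B cell markers there were at -0.0082 (-0.12 to 0.11), with most UMIs from Cd93, which stem cells also express (765 of 1238 in Fancd2-/- 1.1 and 635 of 1194 in WT 2.1).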

Other observations

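In HSC/MPP-like cells, subunits of the mitochondrial ribosome were lower in 58 of 77 genes, with a median log2 ratio of -0.069 (-0.087 to -0.044), though at 0.048 relative to erythroid progenitor-like cells. Transcripts of the mitochondrial genome were higher in 11 of 13, with a median of 0.26 (0.25 to 0.28), or 0.031 (0.017 to 0.042) relative to erythroid progenitor-like cells. Genes of G2 and M phase were higher in 38 of 52, with a median of 0.13 (0.11 to 0.17), though at -0.027 in cluster 12 alone and -0.005 relative to erythroid progenitor-like cells, and those of G1 and S phase stood at -0.00014 (-0.036 to 0.031). Targets of mTORC1, which hold genes of glycolysis and sterol synthesis, were at 0.092 (0.031 to 0.15), or -0.003 relative to erythroid progenitor-like cells, and tRNA synthetases at 0.080 (0.035 to 0.12). Genes induced by TNF were at 0.14 (0.054 to 0.24), or 0.038 (-0.056 to 0.12) relative to erythroid progenitor-like cells. Innate immune genes were at 0.10 (0.019 to 0.13), or -0.048 in that comparison. Genes of the interleukin-4 response were at 0.10 (-0.012 to 0.14), or -0.034 (-0.053 to -0.0034) in it, and hypoxia genes at 0.060 (-0.012 to 0.15), or 0.035 (-0.030 to 0.053). Autophagy and lysosome genes were at -0.055 (-0.10 to -0.0038), Fanconi and DNA damage genes at 0.031 (-0.020 to 0.11), globin genes at -0.069 (-0.24 to 0.031) and neighbors of Fancd2 at -0.069 (-0.16 to 0.037). Of the lists the study chose, the MYC array genes were at 0.11 (0.0096 to 0.12), with 20 of 33 higher, and the ERAD genes at 0.41 (0.26 to 0.52), with 4 of 4 higher. Relative to erythroid progenitor-like cells these lists were at 0.005 (-0.014 to 0.032) and 0.15 (0.039 to 0.29).
The tests of the unfolded protein response by cluster and relative to erythroid progenitor-like cells, and those of cells with several B cell markers over all barcodes and of the depth of lymphoid-like cells, were chosen after the result was seen, as were the other values by cluster and relative to erythroid progenitor-like cells. How an interval counts against a bound was also settled after the values were seen, for the cell filter too, and the lower ends of 0.21 and 0.22 for the tests by cluster and by handling and of 0.36 for the correlation lie below the bounds of 0.233 and 0.4 set for them, but above the ranges that the explanations need (at most 0.145 and under 0.2).
Single-gene log2 ratios were shared by HSC/MPP-like and erythroid progenitor-like cells, with a correlation of 0.90 across 2322 genes, which are not independent replicates. Of the genes with large shared ratios, 73.68% (28 of 38, 56.9% to 86.6%) share a stretch of their 3' end with another gene, against 38.1% (871 of 2284) of the others, so that reads shared between copies may contribute to the pattern. Among 162 genes with at least 4 times the level in HSC/MPP-like cells, which free erythroid RNA can hardly move, the correlation was 0.515 (0.36 to 0.69), which argues against that RNA as the whole cause. A first run kept genes of at least 50 CPM in erythroid cells, a minimum the prediction did not name, and gave 0.934 over 8 genes, the highest of 7 minima tried (0.502 to 0.934). Free RNA of HSC/MPP-like and other cells among the counts of erythroid progenitor-like cells could also raise these correlations and was not tested. Sex, pregnancy and genotype differ between the libraries and remain open as untested biological explanations.
The unfolded protein response list was higher in HSC/MPP-like cells of Fancd2-/- 1.1, at 0.29 (0.23 to 0.33). It was at 0.284 (0.21 to 0.32) in cluster 9 and 0.31 in cluster 12, which argues against different shares of the clusters. It was 0.15 (0.086 to 0.18) above its value in erythroid progenitor-like cells, which argues against an equal shift of the whole library as the whole cause, but at 0.36 in basophil, eosinophil and mast cell-like, 0.24 in lymphoid-like and 0.21 in myeloid and neutrophil progenitor-like cells the list leaves a shift shared by several classes open. In the cells picked for few handling transcripts (306 in Fancd2-/- 1.1 and 442 in WT 2.1), handling genes were at 0.12 instead of 0.39 and the list was at 0.281 (0.22 to 0.37). This argues against a handling response that varies between cells with these transcripts as the whole cause. All cells of a library were handled together, so that an effect of handling on all of them could not be tested and stays open. Genotype, sex and pregnancy stay open as untested explanations.
B cell progenitor markers were lower in Fancd2-/- 1.1, with 15 of 8039 cells carrying at least 3 of 9 markers (Cd93 left out) and 91 of 9431 in WT 2.1. Over all barcodes the log2 ratio of the summed markers was -0.978 (-1.03 to -0.92), against -0.95 (-1.01 to -0.89) in the filtered cells, which argues against the cell filter as the whole cause, although the bound of -1 set beforehand, which the filtered cells do not reach either, was not met. The ratio of the shares of all barcodes with at least 3 markers was -2.313 (-3.02 to -1.61), which argues against the filter for such cells. Lymphoid-like cells were deeper in Fancd2-/- 1.1, with a median of 19396 UMIs against 13901 in WT 2.1 (log2 ratio 0.481, 0.39 to 0.59 over resampled cells), and with all cells thinned to 5000 UMIs the ratio of the shares was -3.792 (-5.25 to -2.34, 4 of 6950 against 66 of 8279 cells), which both argue against lower depth. Genotype, sex and pregnancy may each underlie the pattern and were not tested.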
